# Genome-wide identification of potential odontogenic genes involved in the dental epithelium-mesenchymal interaction during early odontogenesis

**DOI:** 10.1186/s12864-023-09140-8

**Published:** 2023-04-03

**Authors:** Jiawen Chen, Tianyu Sun, Yan You, Binbin Lin, Buling Wu, Jingyi Wu

**Keywords:** Proteoglycans, Glycosaminoglycans, Odontogenesis, Epithelial-mesenchymal interaction, Sulfation

## Abstract

**Background:**

Epithelium-mesenchymal interactions are involved in odontogenic processes. Previous studies have focused on the intracellular signalling regulatory network in tooth development, but the functions of extracellular regulatory molecules have remained unclear. This study aims to explore the gene profile of extracellular proteoglycans and their glycosaminoglycan chains potentially involved in dental epithelium-mesenchymal interactions using high-throughput sequencing to provide new understanding of early odontogenesis.

**Results:**

Whole transcriptome profiles of the mouse dental epithelium and mesenchyme were investigated by RNA sequencing (RNA-seq). A total of 1,281 and 1,582 differentially expressed genes were identified between the dental epithelium and mesenchyme at E11.5 and E13.5, respectively. Enrichment analysis showed that extracellular regions and ECM-receptor interactions were significantly enriched at both E11.5 and E13.5. Polymerase chain reaction analysis confirmed that the extracellular proteoglycan family exhibited distinct changes during epithelium-mesenchymal interactions. Most proteoglycans showed higher transcript levels in the dental mesenchyme, whereas only a few were upregulated in the epithelium at both stages. In addition, 9 proteoglycans showed dynamic expression changes between these two tissue compartments. Gpc4, Sdc2, Spock2, Dcn and Lum were expressed at higher levels in the dental epithelium at E11.5, whereas their expression was significantly higher in the dental mesenchyme at E13.5, which coincides with the odontogenic potential shift. Moreover, the glycosaminoglycan biosynthetic enzymes Ext1, Hs3st1/5, Hs6st2/3, Ndst3 and Sulf1 also exhibited early upregulation in the epithelium but showed markedly higher expression in the mesenchyme after the odontogenic potential shift.

**Conclusion:**

This study reveals the dynamic expression profile of extracellular proteoglycans and their biosynthetic enzymes during the dental epithelium–mesenchymal interaction. This study offers new insight into the roles of extracellular proteoglycans and their distinct sulfation underlying early odontogenesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09140-8.

## Introduction

Mammalian tooth development has long been used as a representative model for studying the molecular mechanisms underlying organogenesis. The reciprocal inductive interactions between the dental epithelium and the underlying neural crest-derived mesenchyme represent the common pattern for the development of ectodermal placodes deployed in diverse types of epithelium organogenesis, such as salivary glands, lungs, kidneys, mammary glands, hair follicles and limb buds. Conserved signalling pathways such as WNT, BMP, SHH, and FGF are extensively involved in mediating signalling communication during tooth development [1, 2]. Numerous signalling molecules, morphogens and cytokines interact with extracellular components, such as proteoglycans, to transfer and potentiate signal transduction in cells [3, 4]. A delicate balance within these signal transduction pathways is critical for mediating the biological processes of tooth development, including epithelial invagination and mesenchymal condensation [5]. Accumulating evidence shows that proteoglycans are prevalent in the development of mammalian teeth at different stages and are critical signalling regulators during organogenesis [6–8]. However, their roles in mediating odontogenesis, particularly the crosstalk between the dental epithelium and mesenchymal compartments, remain to be elucidated [9].

Proteoglycans are a family of polysaccharide macromolecules composed of core proteins and covalently linked glycosaminoglycan side chains (GAGs). They are widely expressed on cell surfaces and within the ECM of eukaryotic cells [10]. Their expression pattern is finely regulated in different spatial and temporal contexts to mediate various biological and pathological processes, such as organogenesis, tissue development and cancer initiation and progression [11–14].

GAGs are linear polysaccharides composed of repeated disaccharide units. Based on these disaccharide units, GAGs are divided into 5 primary types: hyaluronic acid (HA), chondroitin sulfate (CS), dermatan sulfate (DS), heparan sulfate (HS) and keratan sulfate (KS). Biosynthesis of GAGs is a nontemplate-driven process involving various enzymes that modify the repeated disaccharide units and generate diverse sulfation patterns. The rich structural diversity enables GAGs to provide a wide range of binding sites for a variety of signalling molecules to assist their diffusion, inhibit their binding to receptors, regulate the activity of the signalling pathway bidirectionally, or bind and protect signalling molecules from protease degradation [15].

Recently, studies have identified distinct spatiotemporal proteoglycan expression during tooth morphogenesis and mineralization [16, 17]. Moreover, our previous study found that GAGs mediate a subtle balance of dental epithelial stem cell homeostasis by regulating FGF10/FGFR2b signalling to restrict tooth number in mice in the early stage of odontogenesis [18]. This finding suggested that PGs and GAGs might be essential regulators of the signalling network in the early stage of tooth development to guide dental stem cell fate commitment and epithelial-mesenchymal interactions. However, their roles in early odontogenesis, especially epithelial-mesenchymal interactions, lack sufficient research. The possible roles of individual proteoglycans as well as their sulfation pattern in odontogenesis also remain unclear. A prerequisite to answering these questions is a comprehensive understanding of gene expression profiles during early tooth development. Thus, this study focused on the gene expression profile of proteoglycans in the early stage of odontogenesis. We comprehensively analysed the expression pattern of proteoglycans and their biosynthetic enzymes in two key stages of early tooth development, E11.5 and E13.5, to provide a foundation for further elucidating the mechanism by which proteoglycans affect cell fate determination in early tooth development.

## Methods

### Tissue samples

All animal experiments were approved by the Ruiye model animal (Guangzhou) Biotechnology Co., Ltd Experimental Animal Ethics Committee (SYXK 2020–0218). Eight-weeks old C57BL/6 mice were crossbred to obtain the embryos on different developmental stages. The embryonic age was determined by vaginal plug (E0.5 day) and further confirmed by morphological criteria. Embryos were harvested at E11.5 and E13.5 respectively. The mandibles and tooth germs were dissected from mice embryos from E11.5 and E13.5 embryos respectively. The isolated mandibles and tooth germs were then treated with dispase digestion for 20–30 min at 37℃ to separate the dental epithelium and the mesenchymal as previously described [18–24]. Both incisors and molars were collected in this study. The separated tissues were then placed on ice and collected for extraction of the total RNA. We carried out three biological replicate experiments for each embryonic stage from a total of 10 embryos.

### Transcriptomics

Total RNA of the dental epithelium and mesenchymal tissues were extracted using Trizol reagent (thermofisher, 15,596,018) following the manufacturer's procedure. Total RNA samples were sent to LC-Bio Technology (Hangzhou) for RNA-sequencing and further analysis. Purified RNA samples were subjected to the 2 × 150 bp paired-end sequencing (PE150) on the Illumina Novaseq™ 6000 (LC-Bio Technology CO., Ltd., Hangzhou, China) following the vendor's protocol.

High quality reads were obtained by Cutadapt (https://cutadapt.readthedocs.io/en/stable/, version: cutadapt-1.9) and were compared with the mouse reference genome (ftp://ftp.ensembl.org/pub/release-101/fasta/mus_musculus/dna/).

Genes differential expression analysis was performed by DESeq2 software [25] (http://www.bioconductor.org/packages/release/bioc/html/DESeq2.html) between dental epithelium and mesenchymal groups on E11.5 and E13.5. The significantly differentially expressed genes were selected with the following parameters: |log_2_fc|> = 1 & q < 0.05. Differentially expressed genes were then used for enrichment analysis of GO functions, KEGG pathways and GSEA analysis using the OmicStudio tools at https://www.omicstudio.cn/tool.

### qRT-PCR analysis

cDNA was synthesized using Evo M-MLV Mix Kit with gDNA Clean for qPCR reagent with 1.0 μg total RNA (Accurate Biology, AG11728) according to the manufacturer description. qRT-PCR was performed using Taq Pro Universal SYBR qPCR Master Mix (Vazyme, Q712) with a CFX Connect Real-Time PCR detection system (Bio-Rad). Primers used in the current study are listed in the table below (Table 1). Expression of each gene was normalized to that of GADPH. The results were expressed as relative expression with the 2^–ΔΔCt^ method [26].

**Table 1:** Primers sequences

Gene symbol	Forward Primers (5’-3’)	Reverse Primers (5’-3’)
Gadph	F: TGGAAAGCTGTGGCGTGATG	R: GGTGGAAGAGTGGGAGTTGC
Krt14	F:AGCGGCAAGAGTGAGATTTCT	R: CCTCCAGGTTATTCTCCAGGG
Vim	F: CCGCAGCCTCTATTCCTCAT	R: TCGATGTAGTTGGCAAAGCG
Gpc3	F: TGATGGTTAAGCCTTGCGGT	R: TCTTCATCCCGTTCCTTGCC
Gpc4	F: GCAAAGTGTCCGTGGTGAAC	R: TCATTGCAAACGGTGCTTGG
Sdc2	F: TAGTGCTGCTTCCCCCAAAG	R: AGGGCCAGTATGGCTCTG
Sdc4	F:CTCAGAGCCCAAGGAACTGG	R: CTGCCAGAGCAACTGAGAC
Fmod	F:AGCAGTCCACCTACTACGACC	R: CAGTCGCATTCTTGGGGACA
Spock2	F: ACCCCCGGCAATTTCATGG	R:TGTCTTCCCAGCTCTTGATGTAA
Dcn	F:GAGAAGGGGGCCGATAAAGTT	R: TAGCAAGGTTGTGTCGGGTG
Lum	F: CTCTTGCCTTGGCATTAGTCG	R:GGGGGCAGTTACATTCTGGTG
Fam20b	F: GCGGACAGAAGTTAAGCCTG	R: TATTCCCACCTGGCCAGTTT
Ext1	F: TGGAGGCGTGCAGTTTAGG	R: GAAGCGGGGCCAGAAATGA
Sulf1	F: TGTGTTCCACCGTTCGGTC	R:CACATCCTGGTCGTCAGTGAG
Ndst3	F: TGCTTGCCACCTTTTGTATGG	R:AGCATCGGAAATCATTGTCCTC
Hs3st1	F: CCCAGCTTGTGCATTCCCA	R: TGTGGAACCATTGGATGCTGT
Hs3st5	F:CCTCCTGTATCTAGTTGCCAGA	R:CCAATGATAATGGCTTTGGGGA
Hs6st2	F:GACCTTCCAGGAACTTCCATTAC	R:CATTCACTCAAGTACCGTGACA
Hs6st3	F:GATGAAAGGTTCAACAAGTGGC	R: CGAAGTTGGTGCATGAGCTG

### Statistical analysis

The data were presented as mean ± standard deviation (mean ± SD) of at least 3 samples in all experiments. We used Student’s t-test to determine statistical significance for normally distributed data with SPSS 17.0 software (SPSS, Inc., Chicago, IL, USA). The level of significance was set at *P*-value < 0.05.

## Results

### Workflow of tissue sampling and confirmation

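The data are bulk RNA-seq libraries of the dental epithelium and the dental mesenchyme of C57BL/6 mouse embryos at E11.5, when the epithelium holds the odontogenic potential, and at E13.5, the bud stage, when the mesenchyme holds it. Each of the 4 groups has 3 libraries. The paper's methods state that mandibles were dissected at E11.5 and tooth germs at E13.5. A change between the stages is therefore not told apart from this difference in the piece dissected. The tissues had been parted with dispase, and incisor and molar regions were both collected. The labels number the libraries of a group as biological replicates 1, 2 and 3, but they also speak of pooled RNA. The paper's methods state 3 biological replicate experiments for each stage from a total of 10 embryos. Neither source says how many embryos went into a library or whether both tissues of a replicate came from the same ones. The p-values given here therefore measure the spread between these libraries. E11.5 epithelium replicates 1 and 2 differ least of the pairs within a group, by a median of 2.4% over genes of high counts. They differ from replicate 3 by 16.44 and 17.47%, and all other such pairs by 3.27 to 17.88%. Whether they come from separate embryos is not known. The deposited table holds 34347 genes of the mouse genome build mm10, with a count and an FPKM value (fragments per kilobase of exon model, scaled to the mapped fragments of the library) for each library. According to the submitters' notes the reads were aligned with HISAT2 2.0.4 and assembled with StringTie 1.3.4d. The counts are whole numbers, but they sum to 2.79 to 3.04 times the number of valid read pairs of a library, so they were treated as counts estimated from coverage. The totals were 71579177, 72649243 and 76492155 counts in E11.5 epithelium, 74036152, 74885264 and 75933605 in E11.5 mesenchyme, 70134554, 76331101 and 79349382 in E13.5 epithelium and 73326484, 73703762 and 76253642 in E13.5 mesenchyme. These totals differ little between groups. Groups were compared with edgeR's quasi-likelihood test on the counts, after its filter on low counts and TMM normalization, with Benjamini-Hochberg adjustment over the genes tested. Fold changes between tissues are epithelium over mesenchyme, those between stages are E13.5 over E11.5, and the standard error is the log2 fold change divided by the root of the F statistic. Levels are mean FPKM ± SD over the 3 libraries of a group.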

Tissue samples of dental epithelium and mesenchyme were isolated as described in Fig. 1A. After obtaining tissue samples, we performed qRT‒PCR to detect the expression levels of epithelial (Krt14) and mesenchymal (Vim) tissue markers. The transcript level of the dental epithelium-specific gene Krt14 was significantly higher in the epithelial compartments at E11.5 (188-fold higher) and E13.5 (16-fold higher) compared with mesenchymal tissues. The expression of Vim, which encodes a mesenchyme-specific protein, was markedly higher in mesenchymal tissues than in the epithelium at both E11.5 (nearly fivefold higher) and E13.5 (nearly 40-fold higher) (Fig. 1B). These results indicated that the epithelium and mesenchyme tissue were successfully separated.

**Fig. 1:**
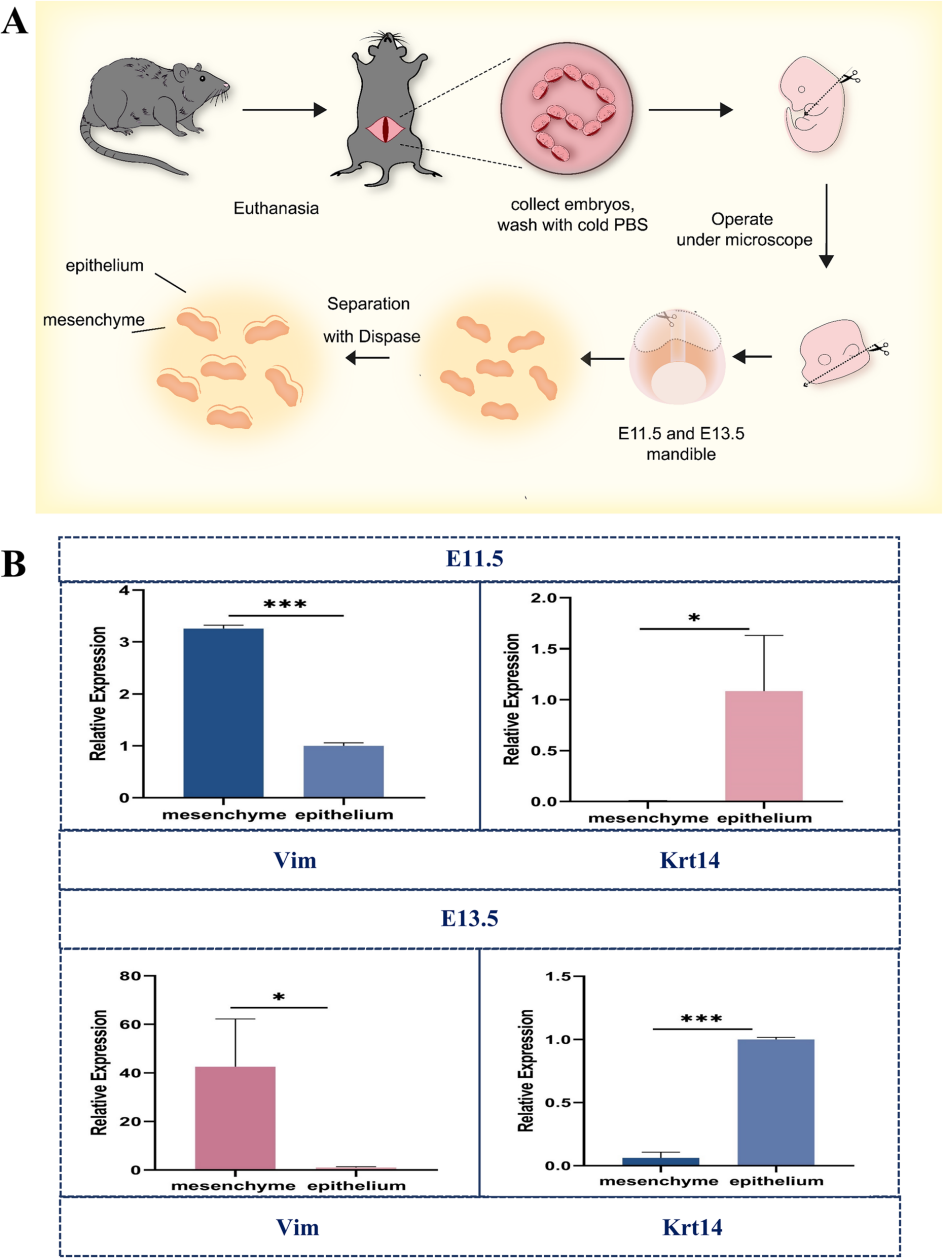
Workflow for sample preparation and validation. **A** Workflow for sample preparation; **B** Expression levels of markers of mesenchymal and epithelial tissue samples from E11.5 and E13.5. (*, *p* < 0.05; ***, *p* < 0.001)

### Evaluation of transcriptome sequencing data

At least 7.0 Gb of clean data from each sample was obtained from transcriptome sequencing on the Illumina NovaSeq 6000 platform and was available for further expression level analysis after quality control. The Q30 percentages of clean data for all samples were higher than 96.5%, and the GC contents of the clean data for all samples were between 48.5 and 49.5% (supplement file 1). 

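For the 12 libraries, the paper's own quality table (supplement file 1) lists Q30 values from 96.97 to 97.88% and GC contents from 48.5 to 49.5%. The 4 libraries whose names carry no number, 1 in each group, stand apart in this table. Their Q20 was 99.89% against 99.92 to 99.93% in the other 8, and 97.47 to 97.55% of their reads were valid against 96.22 to 96.59% in the others. These 4 libraries are replicate 3 of the epithelium and replicate 1 of the mesenchyme at both stages. No source used here names a sequencing batch, so counts of genes are given below both without and with this difference as a covariate.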

For further analysis, the high-quality clean reads were mapped to the reference Mus musculus genome (v101). Approximately 94.72 to 97.13% of clean reads were successfully mapped to the reference Mus musculus genome.

### Differential gene expression analysis

To investigate changes in the gene expression profiles of embryonic dental epithelium and mesenchyme tissue compartments at different stages, Fragments Per Kilobase of exon model per Million mapped fragments (FPKM) expression values of the genes were calculated based on the read counts. The FC values of each gene were also calculated at different stages between dental mesenchyme and respective dental epithelium. The threshold values FDR ≤ 0.05 and |Log2FC|≥ 1 were used to identify DEGs between groups.

Differential expression analysis identified 1,021 upregulated and 180 downregulated genes between E11-E and E11-M and 988 upregulated and 594 downregulated genes between E13-E and E13-M samples (Fig. 2). 

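More genes were called as higher in epithelium than as higher in mesenchyme at both stages, an order that turned at E13.5 without epithelium replicate 3. At E11.5, 736 genes were higher in epithelium and 99 higher in mesenchyme of 20063 tested, at an adjusted p under 0.05 and a log2 fold change of at least 1. The epithelial genes with the largest folds included the signalling gene Shh, at 7.36 ± 0.509 FPKM against 0.548 ± 0.173 (log2 fold change 3.80, standard error 0.23, adjusted p = 0.000115), the forkhead factor Foxe1 at 6.56 ± 1.43 against 0.311 ± 0.089 (log2 fold change 4.45, standard error 0.25, adjusted p = 8.94e-05), and the neuron genes Nhlh1, Sncg and Sst, with log2 fold changes of 5.98, 3.95 and 5.81. On the mesenchymal side stood transcription factors of the oral mesenchyme and jaw, Lhx6 with -2.05 (standard error 0.27, adjusted p = 0.00428) and Alx4 with -1.96 (standard error 0.23, adjusted p = 0.00254). At E13.5, 327 genes were higher in epithelium and 35 in mesenchyme of 20584 tested. Among those with the largest folds were Dsg1a, a desmosomal cadherin, at 5.99 ± 4.39 against 0.128 ± 0.113 FPKM (log2 fold change 5.54, standard error 0.96, adjusted p = 0.0465), Fam83b with 5.27 (standard error 0.72, adjusted p = 0.0347) and Serpinb10 with 5.35 (standard error 0.76, adjusted p = 0.0347). Higher in E13.5 mesenchyme were the osteoblast markers Ifitm5, at 19.9 ± 3.19 FPKM against 0.654 ± 0.634 (log2 fold change -4.88, standard error 0.82, adjusted p = 0.043) and Alpl with -2.79 (standard error 0.38, adjusted p = 0.0347), and the transcription factors Mef2c with -2.18 and Pax3 with -2.30. With the unnumbered libraries as a covariate the counts were 1034 and 180 genes at E11.5 and 405 and 102 at E13.5. Leaving out 1 library at E11.5 gave 447 and 57 genes without epithelium replicate 1, 468 and 52 without epithelium replicate 2, 1062 and 262 without epithelium replicate 3, and 664 and 87, 451 and 46, and 487 and 55 without mesenchyme replicates 1, 2 and 3. At E13.5 it gave 1362 and 2069 genes without epithelium replicate 3, 101 and 12 without epithelium replicate 2, and 0 and 0 with edgeR without epithelium replicate 1 or any 1 of the 3 mesenchyme libraries. Since no gene passed in those 4 fits, each E13.5 call of a gene ended in them, while the set tests were not run without single libraries. At E11.5 the calls of Nhlh1 and Sncg ended without 1 library in 4 and 5 of 6 cases, with adjusted p values up to 0.1004 and 0.102. Over all 6 libraries, 2501 and 2364 genes had an unadjusted p under 0.05 with edgeR, and the called genes numbered 1069 and 688 with DESeq2 and 0 and 0 with limma on log2(FPKM + 0.5).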

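The keratins and the mesenchyme markers stood apart between the tissues to different degrees. Of 27 epithelial keratin and junction genes listed before the data were examined, 27 were higher in epithelium at E11.5 and 25 at E13.5, with median log2 fold changes of 3.48 and 3.91 (27 at both stages when adjusted over the list alone). Krt14 stood at 39.4 ± 14.2 FPKM in epithelium and 3.25 ± 1.25 in mesenchyme at E11.5, and at 552 ± 379.6 and 19.4 ± 9.27 at E13.5, with log2 fold changes of 3.66 (standard error 0.37, adjusted p = 0.00119) and 4.84 (standard error 0.69, adjusted p = 0.0347). Of 20 mesenchyme markers, 5 were lower in epithelium and none was higher at E11.5, with a median log2 fold change of -0.36 (13 lower and 1 higher when adjusted over the list alone, and 12 and 1 with the library number as a block). At E13.5 all 20 had negative fold changes, with a median of -1.26, and edgeR passed 0 of them at an adjusted p under 0.05, against 12 at an unadjusted p under 0.05, 7 with DESeq2 and 0 with limma. When E13.5 epithelium replicate 3 was left out, edgeR passed 18 of the 20. Leaving out epithelium replicate 1 or any 1 mesenchyme library ended the E13.5 calls of the keratins, while 20 passed without epithelium replicate 2, and at E11.5 between 2 and 11 mesenchyme markers were lower, the most without epithelium replicate 3. Vim, an intermediate filament of mesenchymal cells, was at 74.9 ± 21 FPKM in epithelium and 66.7 ± 15.2 in mesenchyme at E11.5, where its log2 fold change of 0.23 (standard error 0.22, adjusted p = 0.624) did not pass the test. At E13.5 it was at 93.9 ± 53.2 and 175 ± 19.0 FPKM, with a log2 fold change of -0.87 (standard error 0.37, adjusted p = 0.209). The mesenchyme markers of the E11.5 epithelium libraries stood at 75.6, 75.1 and 70.7% of the mean of E11.5 mesenchyme in replicates 1, 2 and 3, as medians over the list. In E13.5 epithelium they stood at 28.9, 18.2 and 80.5% of the E13.5 mesenchyme mean, and the keratins at 1480, 2170 and 548%.

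**Figure D1:**
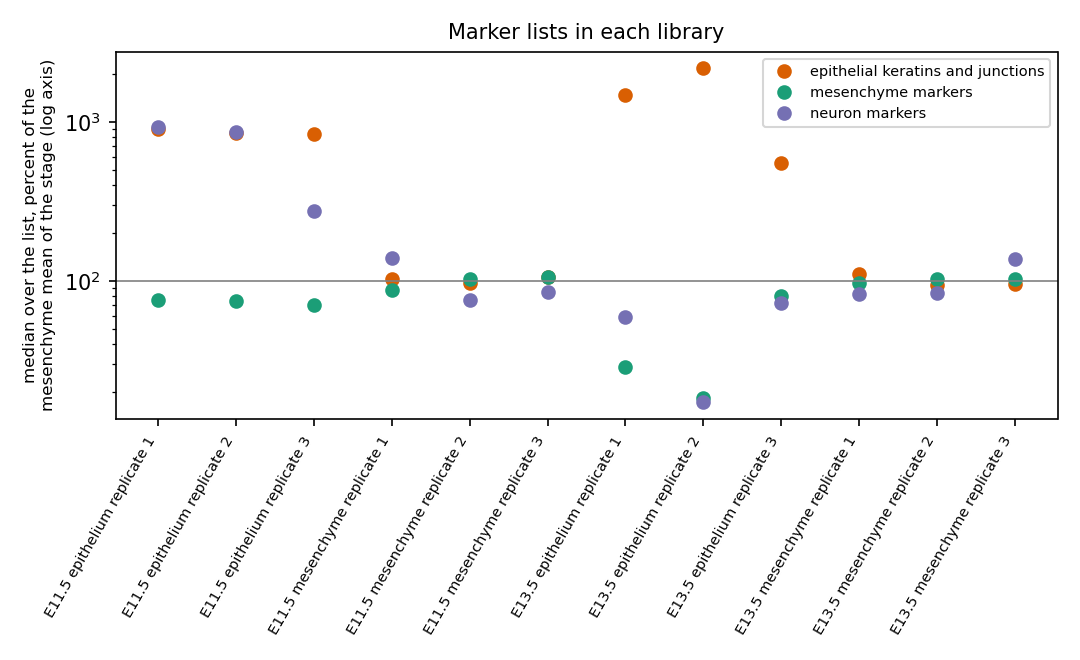
Median level of the keratin and junction list, the mesenchyme marker list and the neuron list in each of the 12 libraries, as percent of the mean of the mesenchyme libraries of the same stage, on a log axis. The grey line marks 100%. Mesenchyme markers of E13.5 epithelium replicate 3 lie at 80.5%, against 28.9 and 18.2% in replicates 1 and 2.

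**Figure D2:**
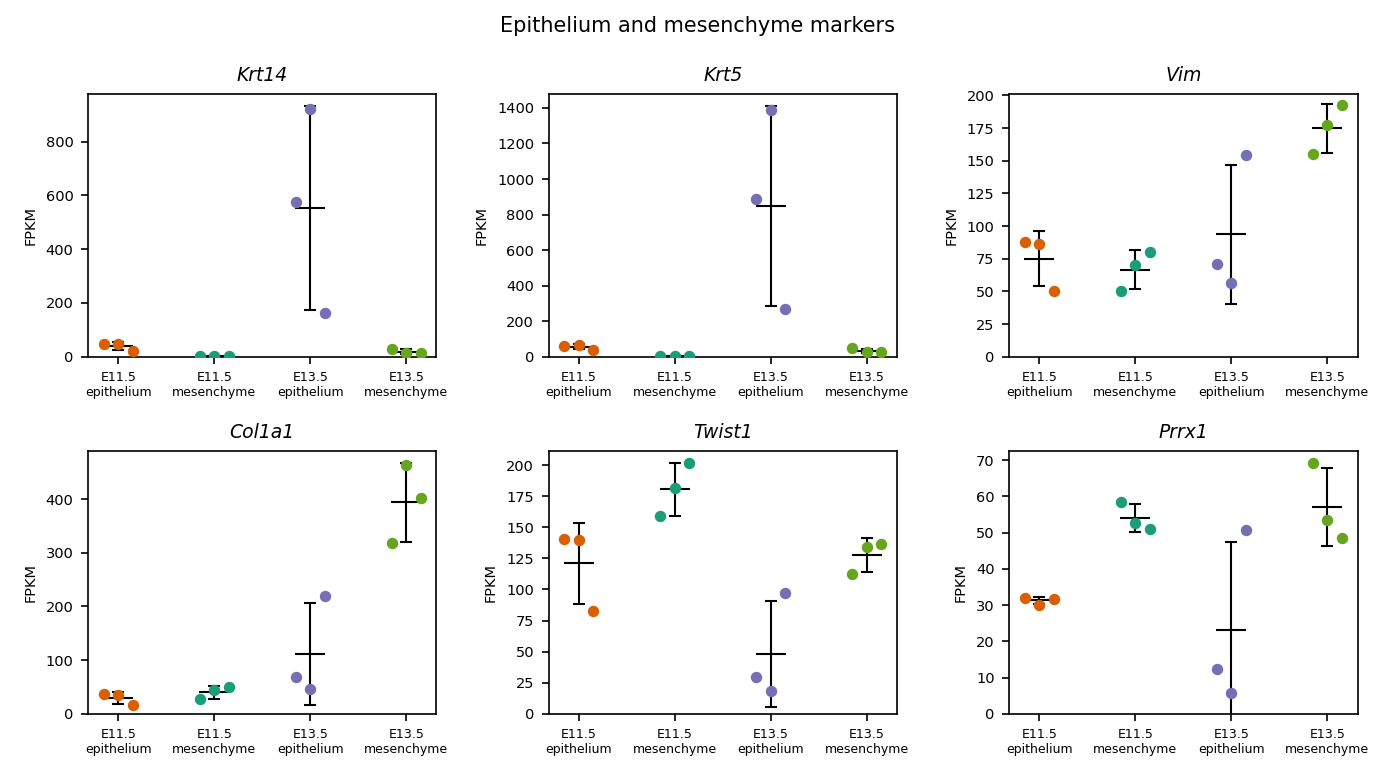
FPKM of Krt14, Krt5, Vim, Col1a1, Twist1 and Prrx1 in the 4 groups, each on its own linear axis. Coloured points are the 3 libraries of a group, the black bar is their mean and the whisker is the SD. Krt14 has a mean of 552 FPKM in E13.5 epithelium and 19.4 in E13.5 mesenchyme.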

The top genes selected by both FC and q-value are shown in the graph. At both timepoints, expression of keratin family members, including Krt8, Krt18, Krt15, Krt17 and Krt5, was remarkedly higher in the epithelium. 

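The 5 keratins named by the paper passed the test at E11.5 and 4 of them at E13.5. Krt5, a keratin of basal epithelial cells (ENSMUSG00000061527, chromosome 15 from 101707070 to 101712898 in mm10), was at 55.8 ± 13.7 FPKM in E11.5 epithelium and 5.2 ± 0.841 in mesenchyme, with a log2 fold change of 3.48 (standard error 0.20, adjusted p = 9.42e-05). At E13.5 it was at 848 ± 563 and 33.8 ± 11.9 FPKM, a log2 fold change of 4.66 (standard error 0.62, adjusted p = 0.0347). Krt15 had log2 fold changes of 3.69 (adjusted p = 9.17e-05) and 4.39 (adjusted p = 0.0347), Krt17 of 3.50 (adjusted p = 0.000599) and 4.53 (adjusted p = 0.0347), and Krt18 of 2.84 (adjusted p = 2.13e-05) and 2.42 (adjusted p = 0.043). Krt8, a keratin of simple epithelia, was at 27.2 ± 0.991 FPKM against 1.99 ± 0.078 at E11.5, with 3.82 (standard error 0.11, adjusted p = 1.74e-05). At E13.5 its levels were 19.0 ± 8.15 and 3.37 ± 1.6 FPKM and its log2 fold change of 2.51 had an adjusted p of 0.0551. Every epithelium library lay above every mesenchyme library for these keratins. With 3 libraries against 3, chance gives a separation in 1 direction or the other for 10% of unchanged genes. The 4 calls at E13.5 ended without epithelium replicate 1 or any 1 mesenchyme library, with adjusted p values between 0.147 and 0.207, and that of Krt18 also without epithelium replicate 2 (adjusted p = 0.0776).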

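Claudins are membrane proteins of tight junctions. Cldn4 (chromosome 5 from 134945119 to 134946934 in mm10) was at 40.7 ± 18.4 FPKM in E13.5 epithelium and 3.32 ± 0.578 in E13.5 mesenchyme, a log2 fold change of 3.63 (standard error 0.37, adjusted p = 0.0347) from edgeR's quasi-likelihood test. Cldn6 (chromosome 17 from 23679249 to 23682446) was at 30.8 ± 15.1 and 2.31 ± 0.545 FPKM, a log2 fold change of 3.75 (standard error 0.42, adjusted p = 0.0347). Both were already higher in epithelium at E11.5, where Cldn4 stood at 24.3 FPKM against 1.86 (log2 fold change 3.73, adjusted p = 0.000199) and Cldn6 at 28.7 against 2.48 (log2 fold change 3.57, adjusted p = 5.42e-05). No change of this difference between the stages passed the test for either gene, with interaction values of -0.09 (adjusted p = 0.953) for Cldn4 and 0.20 (adjusted p = 0.877) for Cldn6. Neither gene passed at E13.5 without epithelium replicate 1 or any 1 mesenchyme library (adjusted p from 0.147 to 0.207).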

At E13.5, Cldn4 and Cldn6 were more highly expressed in the epithelium, consistent with a previous study [27]. Members of the claudin family have been demonstrated to play significant roles during the later stages of tooth development. Cldn10 is associated with cytodifferentiation of the stratum intermedium, and Cldn3 is essential for amelogenesis [28, 29]. However, whether Cldn4 and Cldn6 also play roles during early odontogenesis remains to be explored. Chst13 is a sulfotransferase involved in CS/DS modification. Chst12 exhibited higher expression in the mesenchymal compartment on E13.5, suggesting that CS/DS modifications might be more active in the mesenchyme than in the epithelium.

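Chst12, a 4-O-sulfotransferase of chondroitin and dermatan sulfate (chromosome 5 from 140505550 to 140525724 in mm10), was at 2.74 ± 0.503 FPKM in E13.5 epithelium and 6.15 ± 1.58 in E13.5 mesenchyme. This is a log2 fold change of -1.14 (standard error 0.25, adjusted p = 0.0705), which did not pass the test over all 3 epithelium libraries. The value without E13.5 epithelium replicate 3 was -1.30 (standard error 0.25, adjusted p = 0.00803). Chst13, another 4-O-sulfotransferase, did pass it, at 0.027 ± 0.032 FPKM in epithelium and 1.45 ± 0.426 in mesenchyme, with a log2 fold change of -5.59 (standard error 0.89, adjusted p = 0.041). This call ended without any 1 library other than epithelium replicate 3 (adjusted p from 0.0854 to 0.207). Of the 10 chondroitin and dermatan sulfate modification enzymes tested at E13.5, this 1 was higher in mesenchyme and 0 were higher in epithelium with edgeR (4 and 2 when adjusted over the list alone, and 3 and 1 with DESeq2). The list as a set was lower in epithelium (camera, adjusted p = 0.0108, and adjusted p = 0.288 with an estimated correlation). From the higher level of Chst12 in mesenchyme, the paper proposes that chondroitin and dermatan sulfate modification is more active there.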

**Fig. 2:**
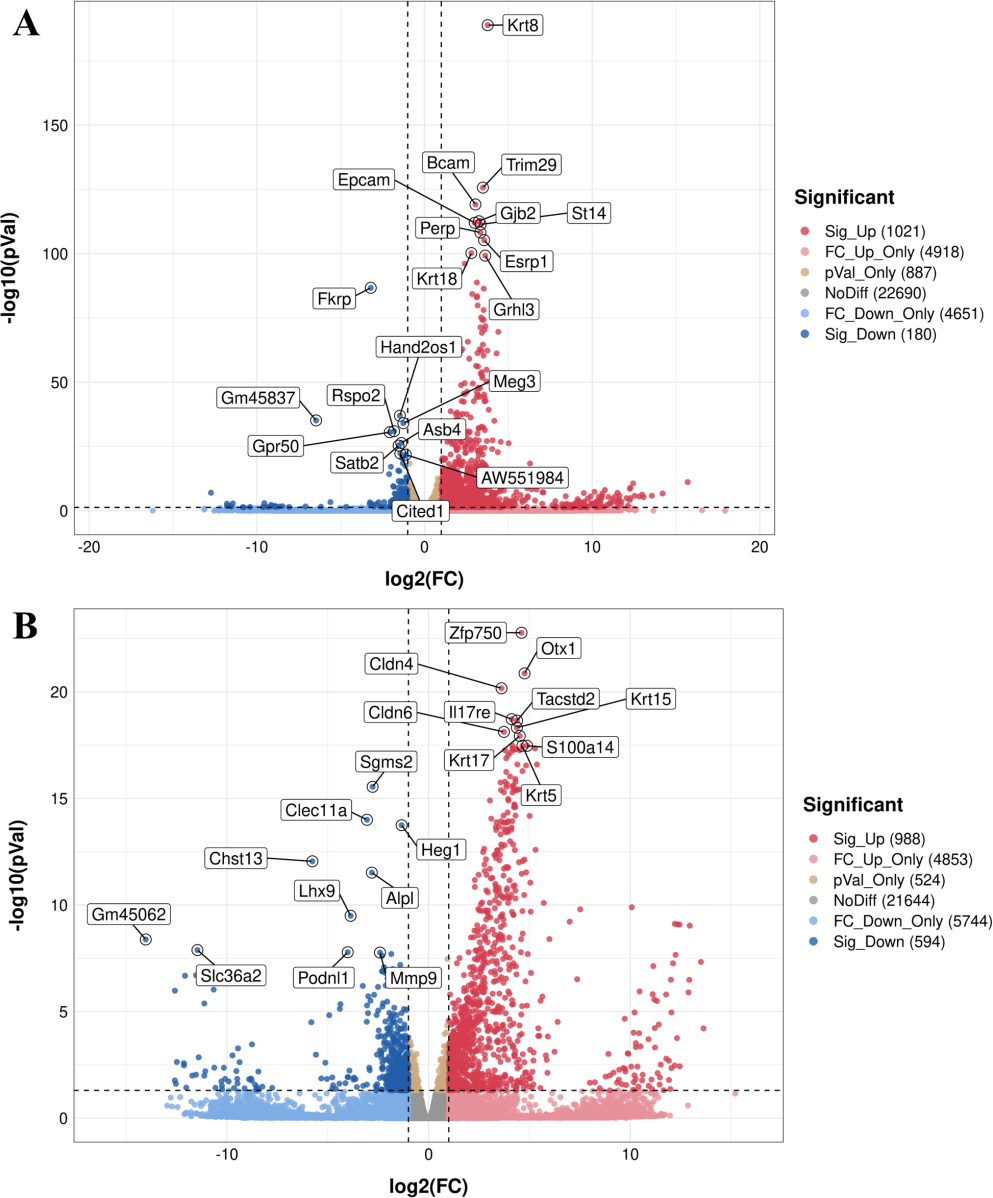
Differentially expressed genes in different groups. **A** Volcano plot for DEGs between the E11 epithelium group and the E11 mesenchymal group. **B** Volcano plot for DEGs between the E13 epithelium group and the E13 mesenchymal group. (DEGs, differentially expressed genes)

### Candidate genes with odontogenic potential in dental epithelium

The odontogenic potential resides in the oral epithelium compartment prior to the bud stage and shifts to the underlying mesenchyme at the early bud stage [5, 30]. Therefore, to identify odontogenic potential genes, we analysed genes with dynamic expression changes between the two compartments during the shift from E11.5 to E13.5.

The DEG results are displayed as volcano plots, and the top 10 GO processes with the largest gene ratios are plotted in order of significantly increased gene ratios in the dental epithelium at E11.5.

The size of the dots represents the number of genes in the significant DEG list associated with the GO term, and the colour represents the p-adjusted value. 

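At E11.5 the genes higher in epithelium included 13 of 18 odontogenic epithelium signalling genes listed before the data were examined, with 1 lower (16 and 1 when adjusted over the list alone). Among them were Wnt4 with a log2 fold change of 3.58 (adjusted p = 6.57e-05), Wnt10b with 3.42 (adjusted p = 0.000464), and Fgf8, a growth factor of the early oral epithelium, with 3.30 (adjusted p = 0.00306). The lower one was Pitx1, with -1.53 (adjusted p = 0.0369). The list was higher as a set (camera, adjusted p = 1.84e-46, and adjusted p = 0.025 with an estimated correlation). Markers of other cell types moved with the epithelium as well. Of 12 neuron markers, 6 were higher in epithelium and none was lower (12 when adjusted over the list alone), such as Stmn2 with 3.70 (adjusted p = 0.0146) and Nefm with 3.02 (adjusted p = 0.0119), and the median over the list was 2.92 (camera, adjusted p = 2.90e-10, and adjusted p = 0.275 with an estimated correlation). The neuron list stood at 924, 863 and 276% of the E11.5 mesenchyme mean in epithelium replicates 1, 2 and 3. Of 8 Schwann and glial cell markers 2 were higher (4 when adjusted over the list alone, and 4 with the library number as a block), Fabp7 with 3.39 (adjusted p = 0.00441) and Erbb3 with 1.29 (adjusted p = 0.00134), and of 10 macrophage and leukocyte markers 4 were higher (5 when adjusted over the list alone). Among the mesenchymal genes were 6 of 20 odontogenic mesenchyme genes (9 when adjusted over the list alone, and 10 with the library number as a block), with camera adjusted p = 3.46e-07 and adjusted p = 0.207 with an estimated correlation, such as the homeobox gene Lhx8 with -1.36 (adjusted p = 0.01) and Fgf10 with -1.12 (adjusted p = 0.00567). The call of Pitx1 was lost without any 1 library other than epithelium replicate 3 (adjusted p up to 0.136), and those of Stmn2 and Nefm without mesenchyme replicate 2 (adjusted p = 0.083 and 0.0728) or 3 (adjusted p = 0.063 and 0.0656). With single libraries left out, 1 to 11 neuron markers, 2 to 5 glial markers and 1 to 5 macrophage markers were higher, the most in each case without epithelium replicate 3.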

At E11.5, 1,201 genes were significantly higher in the dental epithelium compared with mesenchyme (Fig. 2A). GO enrichment analysis indicated that 50 GO terms were significantly enriched (Fig. 3A.C). GO terms associated with DEGs at E11.5 were related to the plasma membrane, multicellular organism development and extracellular region (Fig. 3A). 

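Of the 835 genes called at E11.5 in either direction, 761 carry GO annotation in the deposited table. The term plasma membrane held 176 of them (23.1%, against 15.5% of the annotated genes tested), multicellular organism development 62 (8.15 against 3.43%) and extracellular region 71 (9.33 against 4.98%). Fisher's exact test, one-sided for over-representation and adjusted over the 11 terms tested, gave adjusted p = 5.88e-08, 2.03e-09 and 5.72e-07. The term protein binding did not pass the test (adjusted p = 0.361).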

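Of the genes called at E11.5, 282 carry a KEGG pathway in the deposited table. Of these, 44 belong to pathways in cancer, 28 to PI3K-Akt signalling, 22 to signalling pathways regulating pluripotency of stem cells, 17 to Wnt signalling and 14 to ECM-receptor interaction. The one-sided Fisher's exact test gave adjusted p = 9.30e-06, 0.000497, 1.14e-07, 0.000766 and 3.79e-05 in this order, so each pathway was over-represented among these genes. The pathways share members, so these results are not independent of each other. The paper named the tested terms and pathways from the same libraries, so their enrichment here is not independent evidence.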

The KEGG pathways most enriched were related to pathways in cancer, signalling pathways regulating pluripotency of stem cells and PI3K-Akt signalling (Fig. 3B). GSEA suggested that terms related to ECM were enriched in the dental epithelium group at E11.5 (Additional file S2.A).

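The ECM genes of the E11.5 comparison went both ways. Of 32 basement membrane and ECM receptor genes, 13 were higher in epithelium and 4 lower (14 and 6 when adjusted over the list alone). The laminin chains Lama3 and Lamb3 were among the higher ones, Lama3 with 2.75 (adjusted p = 0.00138) and Lamb3 with 2.66 (adjusted p = 0.00937), as was the integrin Itga3 with 2.64 (adjusted p = 5.42e-05). The list was higher in epithelium as a set (camera, adjusted p = 1.01e-09, and adjusted p = 0.275 with an estimated correlation). Of 25 genes of fibrillar collagens and matrix, 4 were lower in epithelium and 1 was higher (11 and 3 when adjusted over the list alone, and 15 lower with the library number as a block), with Postn at -0.68 (adjusted p = 0.0024) among the lower ones and the lysyl oxidase Lox, at 0.87 (adjusted p = 0.0462, and 0.0515 with the block), as the higher one. This list was lower as a set (camera, adjusted p = 5.05e-05, and adjusted p = 0.342 with an estimated correlation). The GO term extracellular matrix was over-represented among the genes called in either direction (Fisher's exact test, adjusted p = 0.00205). Without epithelium replicate 3, 7 basement membrane genes and 10 collagen and matrix genes were lower, and leaving out any other 1 library gave 3 at most and 2 to 6 and ended the call of Lox (adjusted p up to 0.134).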

**Fig. 3:**
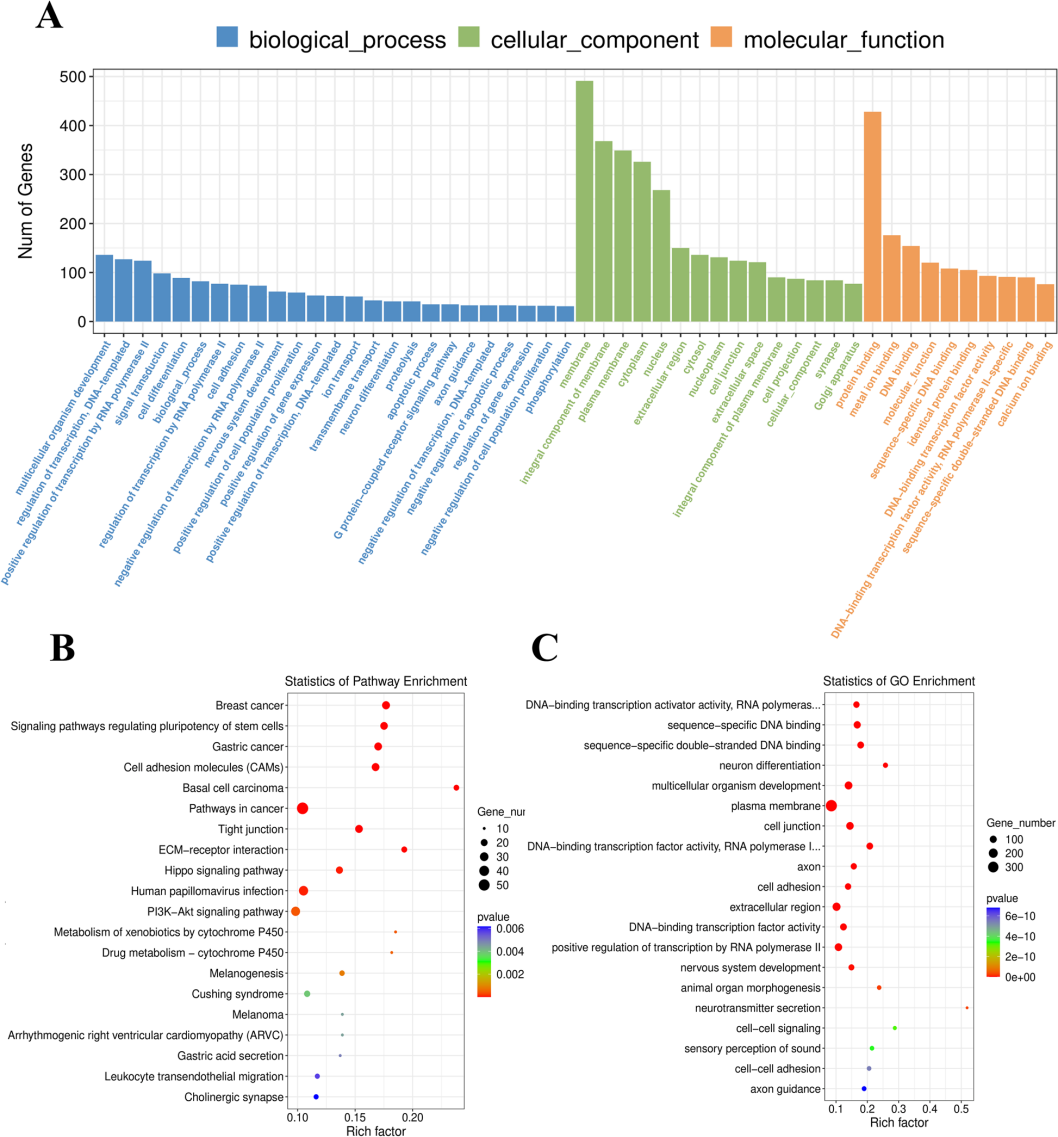
GO analysis and KEGG enrichment analysis of DEGs at E11.5. **A** GO including biological process, cellular components, and molecular function analysis for DEGs; **B**. KEGG pathway analysis for DEGs [31–33]; **C** GO term analysis for DEGs. (DEGs, differentially expressed genes)

### Candidate genes with odontogenic potential in dental mesenchyme

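At E13.5, 35 genes were higher in mesenchyme at the paper's threshold. Of 8 osteoblast markers tested, all 8 had negative fold changes with a median log2 fold change of -2.54, and Ifitm5 and Alpl passed the test (6 when adjusted over the list alone). Other genes higher in mesenchyme were Sgms2, a sphingomyelin synthase, at 6.25 ± 1.87 FPKM against 0.913 ± 0.205 in epithelium (log2 fold change -2.75, standard error 0.30, adjusted p = 0.0347), Mmp9, a gelatinase of osteoclasts and vessels, with -2.38 (adjusted p = 0.0419), Tcf7 with -1.39 (adjusted p = 0.0347) and Hey2 with -1.83 (adjusted p = 0.0377). Of 20 odontogenic mesenchyme genes 1 was higher in mesenchyme (7 when adjusted over the list alone), Gli1 with -0.69 (adjusted p = 0.0441), named after its values were seen. Lhx8, with -2.03 (adjusted p = 0.0689), did not pass. Without E13.5 epithelium replicate 3, 13 of the odontogenic mesenchyme genes and 7 of the osteoblast markers were higher in mesenchyme. The calls of these genes ended without epithelium replicate 1 or any 1 mesenchyme library (adjusted p from 0.147 to 0.208), and those of Alpl, Mmp9, Tcf7 and Gli1 also without epithelium replicate 2.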

A total of 1,582 genes was upregulated in the dental mesenchyme compared with epithelium at E13.5 (Fig. 2B). GO analyses indicated overrepresented GO biological process (GO-BP), GO cellular component (GO-CC), and GO molecular function (GO-MF). According to the GO functional enrichment results, the most enriched terms of these three aspects are shown in Fig. 4A.

**Fig. 4:**
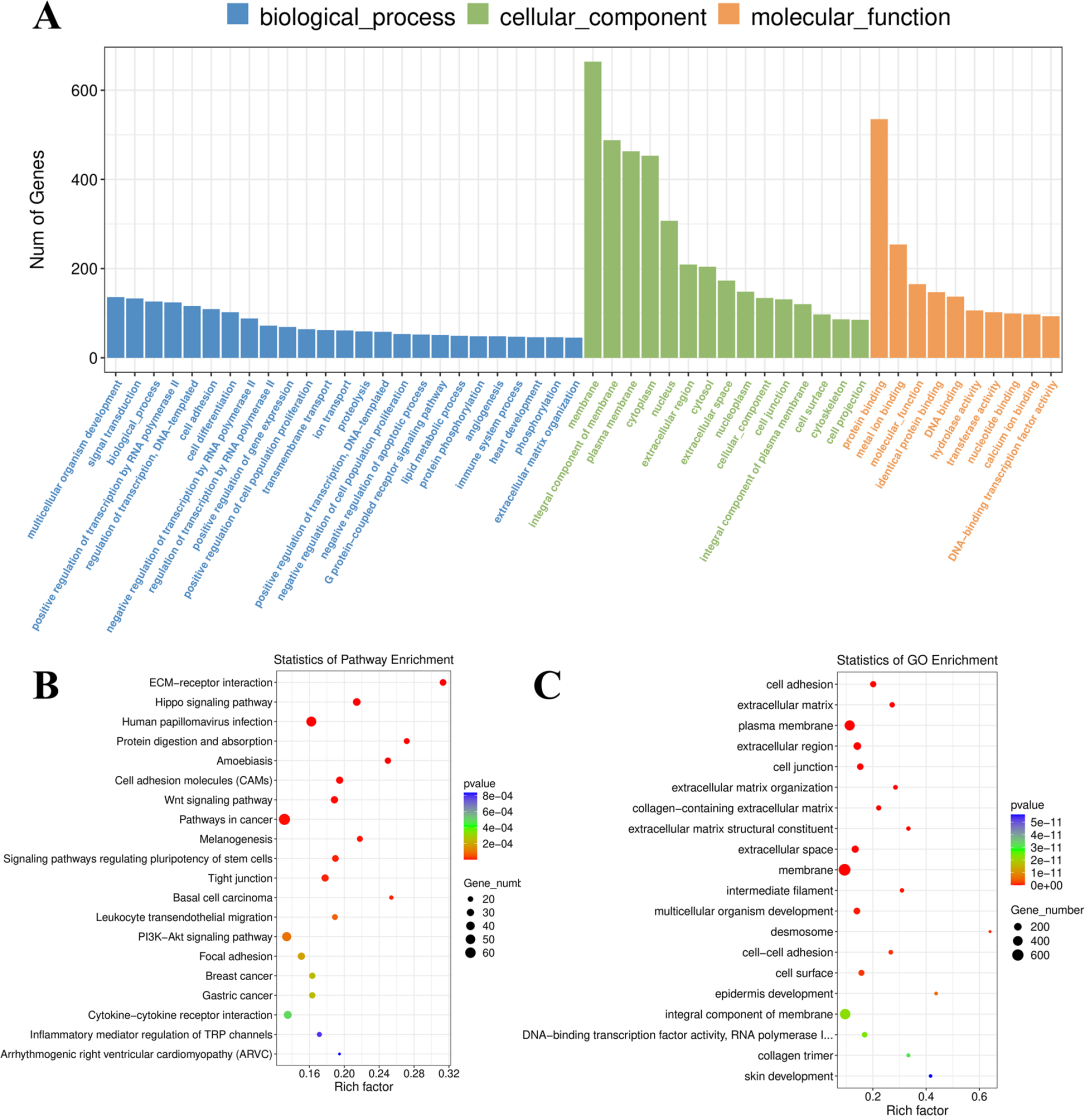
GO analysis and KEGG enrichment analysis of DEGs at E13.5. **A** GO including biological process, cellular components, and molecular function analysis for DEGs; **B** KEGG pathway analysis for differentially expressed genes [31–33]; **C** GO term analysis for DEGs. (DEGs, differentially expressed genes)

GO terms associated with increased DEGs in the E13.5 dental mesenchyme were related to membrane, plasma membrane and extracellular region (Fig. 4C). 

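Over the 345 annotated genes called at E13.5 in either direction, plasma membrane held 97 (28.1 against 15.9% of the annotated genes tested), membrane 134, extracellular region 33 and multicellular organism development 23. Fisher's exact test gave adjusted p = 4.27e-08, 0.00316, 0.0016 and 0.00315. Of the genes higher in mesenchyme alone, 34 carry GO terms, and 0 of the 11 terms passed the test at an adjusted p under 0.05 with edgeR's calls. The lowest adjusted p there was 0.0862, for extracellular matrix, and it was 0.121 for extracellular region, 0.451 for membrane and 0.504 for plasma membrane. The terms over-represented among all called genes numbered 9 of 11 with edgeR, 10 without E13.5 epithelium replicate 3, 5 without epithelium replicate 2, 0 without epithelium replicate 1 or any 1 mesenchyme library, and 0 with limma on log2(FPKM + 0.5), which called no gene at this stage.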

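Of the genes called at E13.5, 132 carry a KEGG pathway. Pathways in cancer held 25 of them, PI3K-Akt signalling 14, Wnt signalling 12, pluripotency of stem cells 12 and ECM-receptor interaction 9, with adjusted p = 6.69e-05, 0.00706, 0.000148, 3.81e-05 and 0.000148 by Fisher's exact test. Most of these genes were higher in epithelium, where 327 of the 362 called genes lie. Of the genes higher in mesenchyme, 16 carry a pathway, and 2 of these belong to ECM-receptor interaction (adjusted p = 0.103).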

The KEGG pathways most enriched were related to pathways in cancer, PI3K-Akt signalling, Wnt signalling and ECM-receptor interaction (Fig. 4B). GSEA suggested that terms related to ECM, proteoglycans and proteoglycan biosynthesis were enriched in the dental mesenchymal group on E13.5 (Additional file S2.B).

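Proteoglycan core proteins and collagens had lower values in epithelium than in mesenchyme at E13.5, though few single genes passed the test. Of 45 core proteins tested, 39 had negative fold changes, with a median log2 fold change of -0.68, and 1 passed (6 lower and 4 higher when adjusted over the list alone). It was Podnl1, at 0.063 ± 0.051 FPKM in epithelium and 1.02 ± 0.243 in mesenchyme, with a log2 fold change of -3.95 (standard error 0.71, adjusted p = 0.0483). The list was lower as a set (camera, adjusted p = 9.83e-07, and adjusted p = 0.288 with an estimated correlation). All 25 genes of fibrillar collagens and matrix had negative fold changes, with a median of -1.25, and 18 were lower when adjusted over the list alone. Over all genes tested 0 passed with edgeR, against 22 at an unadjusted p under 0.05, 14 with DESeq2 and 0 with limma (camera, adjusted p = 1.58e-12, and adjusted p = 0.288 with an estimated correlation). Most marker lists of other cell types were lower in the median than the core proteins, such as 20 of 20 mesenchyme markers negative (median -1.26), 10 of 10 endothelial (-1.25), 11 of 11 chondrocyte (-1.60), 8 of 8 osteoblast (-2.54) and 12 of 13 skeletal muscle markers (-0.87). Erythroid markers (-0.60) and glial markers (-0.66) were near the core proteins. Of 6 chondroitin and dermatan sulfate elongation enzymes, 4 were lower in epithelium when adjusted over the list alone (camera, adjusted p = 0.00152, and adjusted p = 0.288 with an estimated correlation). Basement membrane and ECM receptor genes went both ways, with 20 positive and 12 negative fold changes among 32, and 8 were higher in epithelium (13 higher and 8 lower when adjusted over the list alone), such as Itgb4 with 3.36 (adjusted p = 0.0347). As a set they were higher (camera, adjusted p = 0.000567, and adjusted p = 0.288 with an estimated correlation). Without E13.5 epithelium replicate 3, 32 core proteins were lower and 5 higher in epithelium, and 25 of the 25 collagen and matrix genes were lower. With the unnumbered libraries as a covariate 1 core protein was lower and 1 higher. Podnl1, Itgb4 and the other basement membrane genes lost their calls without epithelium replicate 1 or any 1 mesenchyme library, and 5 basement membrane genes were higher and 0 lower without epithelium replicate 2, and 15 higher and 11 lower without epithelium replicate 3.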

### Candidate genes with temporal shift expression

To identify genes with odontogenic potential, we examined genes that were more highly expressed in dental epithelium at E11.5 but more highly expressed in mesenchyme at E13.5. We failed to obtain enough genes in this intersection using the strict threshold for DEGs in the analysis outlined above. To gain a more comprehensive analysis, we reanalysed data from E11.5 and E13.5 and identified DEGs with a relaxed threshold (log2fc ≠ 0, *p* < 0.05). We identified 2,659 upregulated DEGs in the epithelium on E11.5 and 2,948 upregulated DEGs in the mesenchyme on E13.5 with 253 intersection genes (Fig. 5A).

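At an unadjusted p under 0.05 and any fold change, edgeR gave 2448 genes higher in epithelium at E11.5 and 2364 higher in mesenchyme at E13.5. Among the 19292 genes tested at both stages these were 2383 and 2280 genes, and 163 were in both sets. Independent sets of these sizes would share 281.6 genes. The tissue differences of the 2 stages were positively correlated across genes (r = 0.405; genes are not independent replicates), and 1024 genes were higher in epithelium at both stages, against 287.9 for independent sets. The opposite shift, from mesenchyme at E11.5 to epithelium at E13.5, held 17 genes against 185.2. A test of the shift itself, the change of the tissue difference between the stages, passed for 45 of 22110 genes at an adjusted p under 0.05, of which 42 moved towards mesenchyme, and 22 of these 45 are among the 163 genes. The 45 became 16 without E13.5 mesenchyme replicate 2, the fewest with 1 library left out, 3096 without E13.5 epithelium replicate 3, the most, and 28 with the library number as a block. At an adjusted p under 0.05 at both stages 2 genes shifted. The 163 genes became 335 with the unnumbered libraries as a covariate, and 251 with DESeq2. They became 389 without E13.5 epithelium replicate 3 and 258 without E11.5 epithelium replicate 3, and 85, 101, 78 and 85 without E13.5 epithelium replicates 1 and 2 and E13.5 mesenchyme replicates 2 and 3.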

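Among the genes with the strongest change of the tissue difference between the stages were several that the paper does not name. Dok5, an adaptor of receptor tyrosine kinases, was at 4.64 ± 0.182 FPKM in epithelium and 1.02 ± 0.104 in mesenchyme at E11.5 and at 3.46 ± 0.721 and 6.18 ± 1.07 at E13.5, a change of -3.02 on the log2 scale (adjusted p = 0.00166). Enpp1, an enzyme that makes pyrophosphate, moved by -3.87 (adjusted p = 0.00168) and Rfx4, a transcription factor of neural tissue, by -5.00 (adjusted p = 0.00422). These 3 genes were chosen after their values were seen, as the first of the 163 genes by the p of the change. For Dok5 and Enpp1 the difference at E13.5 alone, -0.81 and -0.79, had adjusted p values of 0.124 and 0.135. Among the proteoglycans, Spock2 and Gpc4 passed the test of the change.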

We found 253 genes with specific expression profiles reflecting the odontogenic potential shift.

**Fig. 5:**
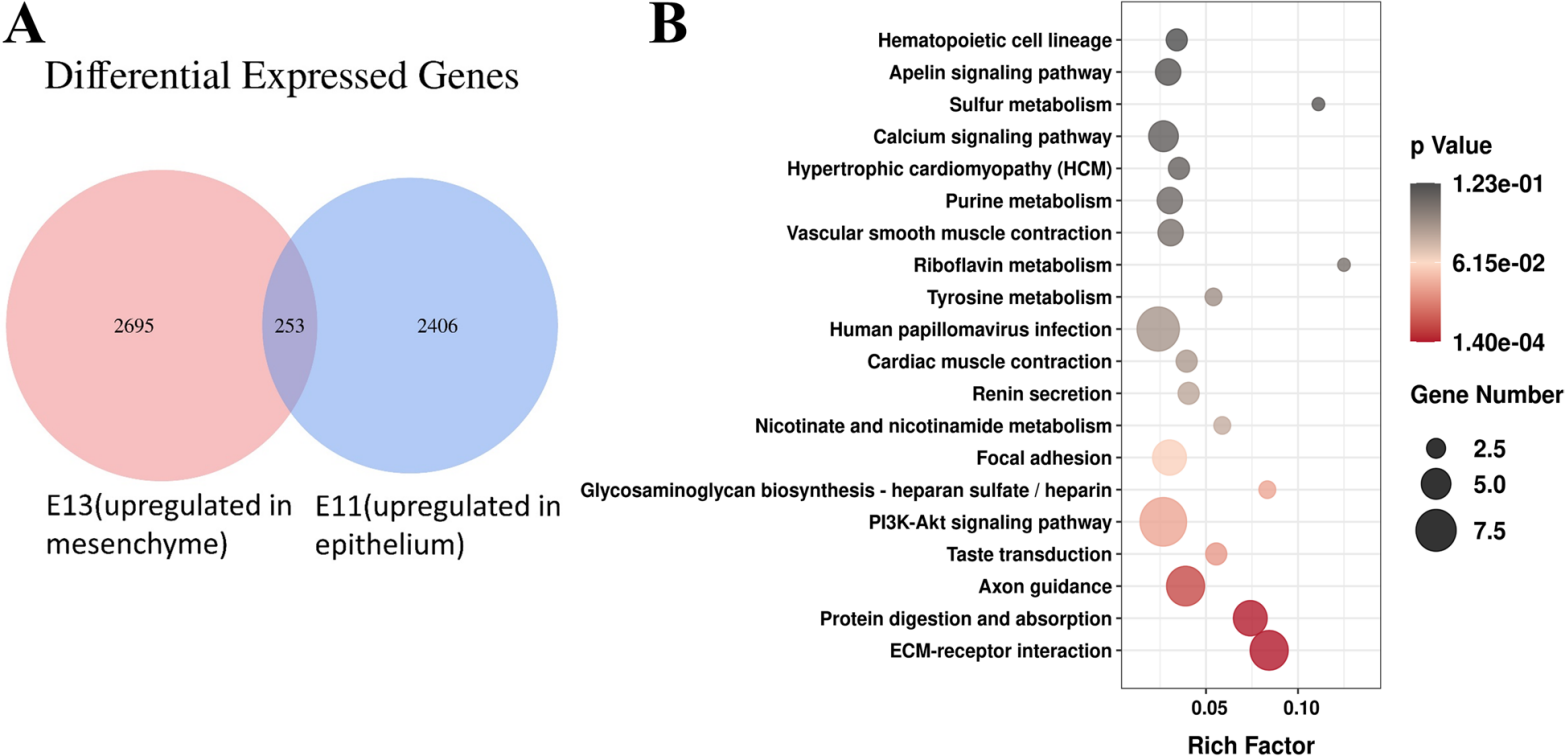
Venn graph, and KEGG enrichment analysis of DEGs with dynamic upregulation in the dental epithelium at E11.5 and in the mesenchyme at E13.5. **A** Venn diagram for intersecting DEGs; **B** KEGG pathway analysis for intersected DEGs [31–33]

We performed GO enrichment analysis on these DEGs to understand how these DEGs functioned during odontogenic processes. 

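Of the 163 genes, 157 carry GO terms. Extracellular matrix held 7 of them (4.46%, against 1.2% of the annotated genes tested at both stages), with adjusted p = 0.0315 by Fisher's exact test. Membrane held 57 (adjusted p = 0.167), protein binding 49 (adjusted p = 0.375) and extracellular region 14 (adjusted p = 0.0834), and plasma membrane had an adjusted p of 0.164. By number of genes membrane thus came first of the tested terms and protein binding second, and by adjusted p the extracellular matrix came first.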

The most indicated GO terms were protein binding, plasma membrane and extracellular region (Fig. 6A). This result was similar to the indicated GO terms at E11.5 and E13.5. Pathway analysis was applied to find significant pathways represented by the DEGs. 

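Of the shifting genes, 62 carry a KEGG pathway. Pathways in cancer held 7 of these, PI3K-Akt signalling 5 and ECM-receptor interaction 4. None of the 11 terms and pathways other than extracellular matrix passed Fisher's exact test, with adjusted p = 0.28 for pathways in cancer, 0.28 for PI3K-Akt signalling and 0.0554 for ECM-receptor interaction.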

Most of the genes were involved in the PI3K-Akt signalling pathway, ECM-receptor interaction, and pathways in cancer (Fig. 6B).

**Fig. 6:**
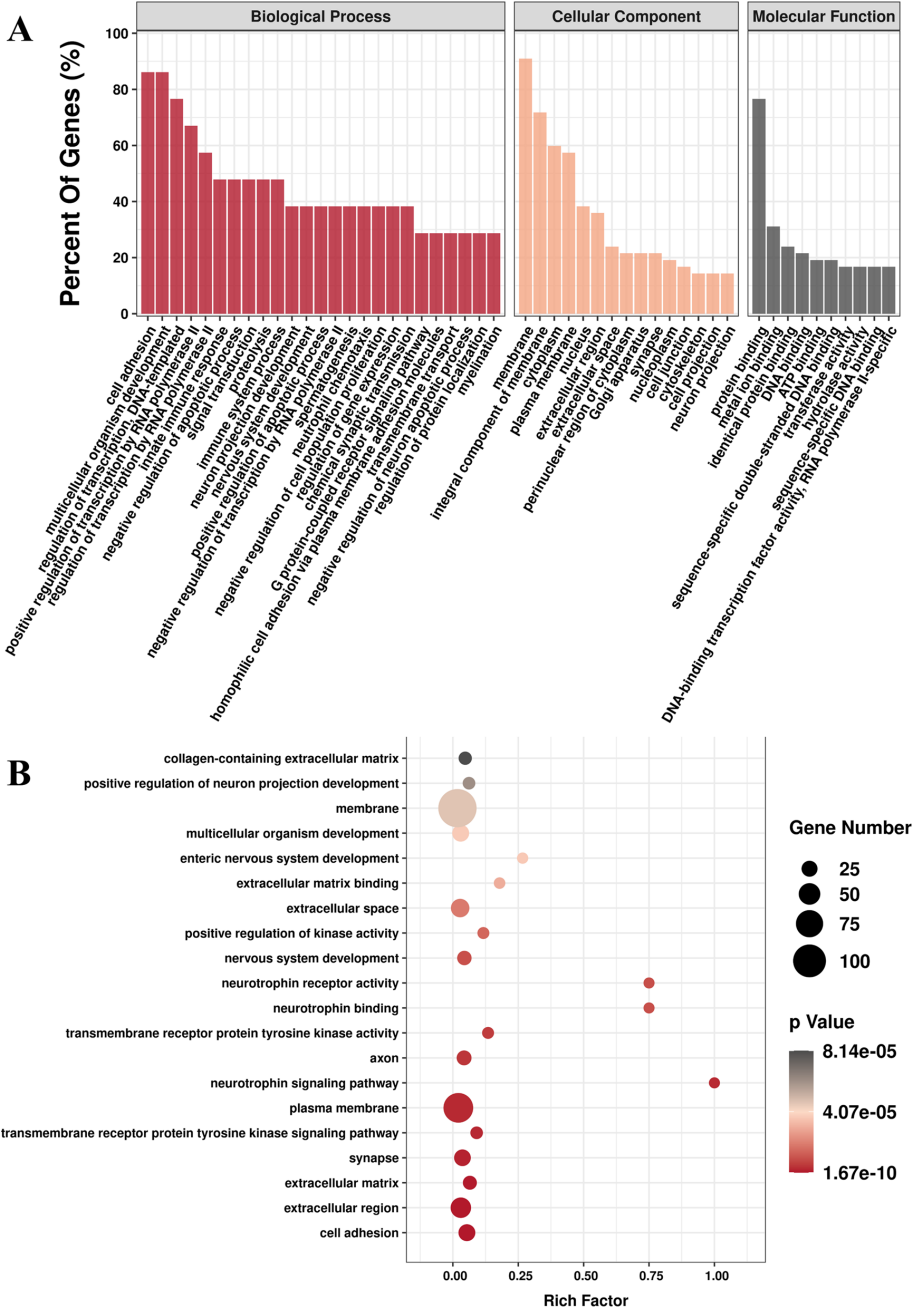
**A**-**B**. GO analysis including biological process, cellular components, and molecular function analysis for intersected DEGs; (DEGs, differentially expressed genes)

### Expression profile of proteoglycans in the dental epithelium and mesenchyme

The results of GO analysis showed that the GO term extracellular region was enriched at both E11.5 and E13.5, suggesting that some proteins or molecules in the extracellular region might be involved in the biological process of dental epithelium-mesenchymal interaction during the early stage. In addition, KEGG results indicated that ECM-receptor interactions were significantly enriched, thereby implying that specific proteins in the ECM with potential functions as receptors or coreceptors might be essential for dental epithelium-mesenchymal interactions.

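Split by direction, the extracellular region held genes of both sides. At E11.5 it took 61 of the 688 annotated genes higher in epithelium (8.87%, Fisher's exact test, adjusted p = 1.47e-05) and 10 of the 73 higher in mesenchyme (13.7%, adjusted p = 0.0175). At E13.5 these were 28 of 311 (9.0%, adjusted p = 0.0067) and 5 of 34 (14.7%, adjusted p = 0.121). From the enrichment of this term at both stages, the paper proposes that proteins or molecules of the extracellular region take part in the interaction of the 2 tissues.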

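The ECM-receptor interaction genes called at E11.5 were all on the epithelial side, 14 of the 257 annotated genes higher in epithelium (Fisher's exact test, adjusted p = 1.47e-05) and 0 of the 25 higher in mesenchyme among edgeR's called genes. The term held 1.35% of the annotated genes tested, so 25 genes are too few to show a lack. At E13.5 the term held 7 of the 116 annotated genes higher in epithelium (6.03%, odds ratio 5.09, adjusted p = 0.00185) and 2 of the 16 higher in mesenchyme (12.5%, odds ratio 10.8, adjusted p = 0.103). The epithelial side held the integrin genes Itgb4, with a log2 fold change of 2.56 (adjusted p = 0.000451) at E11.5, and Itga3, with 3.12 (adjusted p = 0.0347) at E13.5. Itga3 did not pass at E13.5 without epithelium replicate 1 or any 1 mesenchyme library (adjusted p from 0.147 to 0.207).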

To understand the expression profile of proteoglycans in the early stage of odontogenesis and provide more clues for understanding their roles during the whole process of tooth development, we performed an analysis of the FPKM of proteoglycans and identified differentially expressed proteoglycans (Fig. 7A). 

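Of 42 proteoglycan core proteins tested at E11.5, 7 were higher and 3 lower in epithelium (11 and 4 when adjusted over the list alone, and 11 and 6 with the unnumbered libraries as a covariate). The basement membrane core proteins Col18a1 and Agrn were among the higher ones, Col18a1 at 43.4 ± 6.57 FPKM in epithelium against 22.4 ± 0.706 in mesenchyme (log2 fold change 1.01, standard error 0.12, adjusted p = 0.00305) and Agrn at 32.4 ± 3.8 against 22.2 ± 2.39 (log2 fold change 0.60, standard error 0.11, adjusted p = 0.017). Lower in epithelium were the glypican Gpc3, the most abundant of the core proteins named here, at 237 ± 17.1 against 330.0 ± 10.6 FPKM (log2 fold change -0.42, standard error 0.08, adjusted p = 0.0267), Ptprz1 with -0.71 (adjusted p = 0.0456) and Aspn, a small leucine-rich proteoglycan, with -1.93 (adjusted p = 0.0166). Leaving out 1 library ended the call of Agrn in 4 of 6 cases (adjusted p up to 0.0802), those of Gpc3 and Ptprz1 in 5 (adjusted p up to 0.116 and 0.166) and that of Aspn in 4 (adjusted p up to 0.0963), and 6 core proteins were lower without epithelium replicate 3 and 1 without mesenchyme replicate 1. Sdc1 was abundant in every group, at 53.5 ± 1.64 and 55.9 ± 3.8 FPKM at E11.5 and 57.8 ± 5.53 and 59.8 ± 4.04 at E13.5. The list as a set did not pass at E11.5, with a median log2 fold change of 0.05 (camera, adjusted p = 0.265). In E13.5 epithelium replicates 1, 2 and 3 the core proteins stood at 48.6, 46.6 and 86.4% of the E13.5 mesenchyme mean, as medians over the list.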

The log_2_FC values for various proteoglycans were used to construct a heatmap and visualize the expression profile (Fig. 7B and additional file S3.A). Gpc4, Sdc-2, Dcn, Lum, Spock2, Ncan, Kera, Prelp and Cd44 were upregulated in the dental epithelium at E11.5 and upregulated in the dental mesenchyme at E13.5, with temporal and spatial shifts of expression between these two tissue compartments. Such spatiotemporal expression implied potential roles for these PGs in guiding odontogenic competence between dental epithelium and mesenchyme and in signal transduction between these two compartments. Moreover, we performed qRT‒PCR to further validate their expression (Fig. 8). 

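Of the 9 proteoglycans named by the paper as shifting, 3 were higher in epithelium at E11.5 over all genes tested, Gpc4, Spock2 and Ncan (6 when adjusted over the list alone, and 5 with the library number as a block). Gpc4, a glypican (ENSMUSG00000031119, chromosome X from 52053021 to 52165252 in mm10), was at 10.3 ± 1.92 FPKM in epithelium and 5.22 ± 0.181 in mesenchyme at E11.5, a log2 fold change of 1.03 (standard error 0.16, adjusted p = 0.00883). Its call at E11.5 ended without mesenchyme replicate 2 (adjusted p = 0.0526) or 3 (adjusted p = 0.051). At E13.5 it was at 20.3 ± 3.35 and 27.3 ± 1.47 FPKM, with -0.41 (standard error 0.15, adjusted p = 0.171). Spock2, a testican, was at 3.54 ± 1.53 and 0.56 ± 0.137 FPKM at E11.5 (log2 fold change 2.69, standard error 0.38, adjusted p = 0.00605), with 1.78 FPKM in epithelium replicate 3. Its E13.5 levels were 3.58 ± 0.321 and 4.79 ± 0.313 FPKM (log2 fold change -0.40, standard error 0.14, adjusted p = 0.157). Ncan, a core protein of neural tissue, was at 1.1 ± 0.338 and 0.318 ± 0.027 FPKM (log2 fold change 1.83, standard error 0.26, adjusted p = 0.00661). At E13.5 all 9 had negative fold changes, with a median of -0.53, and 0 passed with edgeR, against 3 at an unadjusted p under 0.05, 0 with DESeq2, 0 with limma and 7 with edgeR without E13.5 epithelium replicate 3. The tissue difference moved towards mesenchyme between the stages for 2 genes over all genes tested, Gpc4 with -1.42 (standard error 0.22, adjusted p = 0.029) and Spock2 with -3.08 (standard error 0.43, adjusted p = 0.0152), and for 8 when adjusted over the list alone. With the library number as a block 1 of the 2 passed, Gpc4 (adjusted p = 0.0104), and Spock2 did not (log2 fold change -3.06, adjusted p = 0.0663). DESeq2 passed 5 of the 9 for this change, and edgeR passed 7 without E13.5 epithelium replicate 3. Leaving out 1 library ended the call of Gpc4 in 8 of 12 cases, with an adjusted p between 0.0537 without E13.5 epithelium replicate 2 and 0.101 without E13.5 mesenchyme replicate 2, and that of Spock2 in 4, with up to 0.0608 without E11.5 mesenchyme replicate 3. As a set the 9 genes moved by a median of -1.42 (camera, adjusted p = 5.37e-12, and adjusted p = 0.0401 with an estimated correlation). Markers of other cell types moved further the same way in this test, with medians of -3.61 for neuron, -2.46 for osteoblast, -1.75 for chondrocyte, -1.74 for glial and -1.52 for macrophage markers. For Spock2, Ncan and Dcn the excess over mesenchyme in E11.5 epithelium replicate 3 was 31.6, 41.9 and 27.2% of that in replicates 1 and 2, within the range of the neuron genes (0.8 to 49.2%). For Gpc4, Cd44 and Prelp it was 177.5, 162.6 and 53.3%, above that range, and it was not computed for Sdc2, Lum and Kera. The paper chose the 9 genes on the same libraries, so their list is not independent evidence of the direction.

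**Figure D3:**
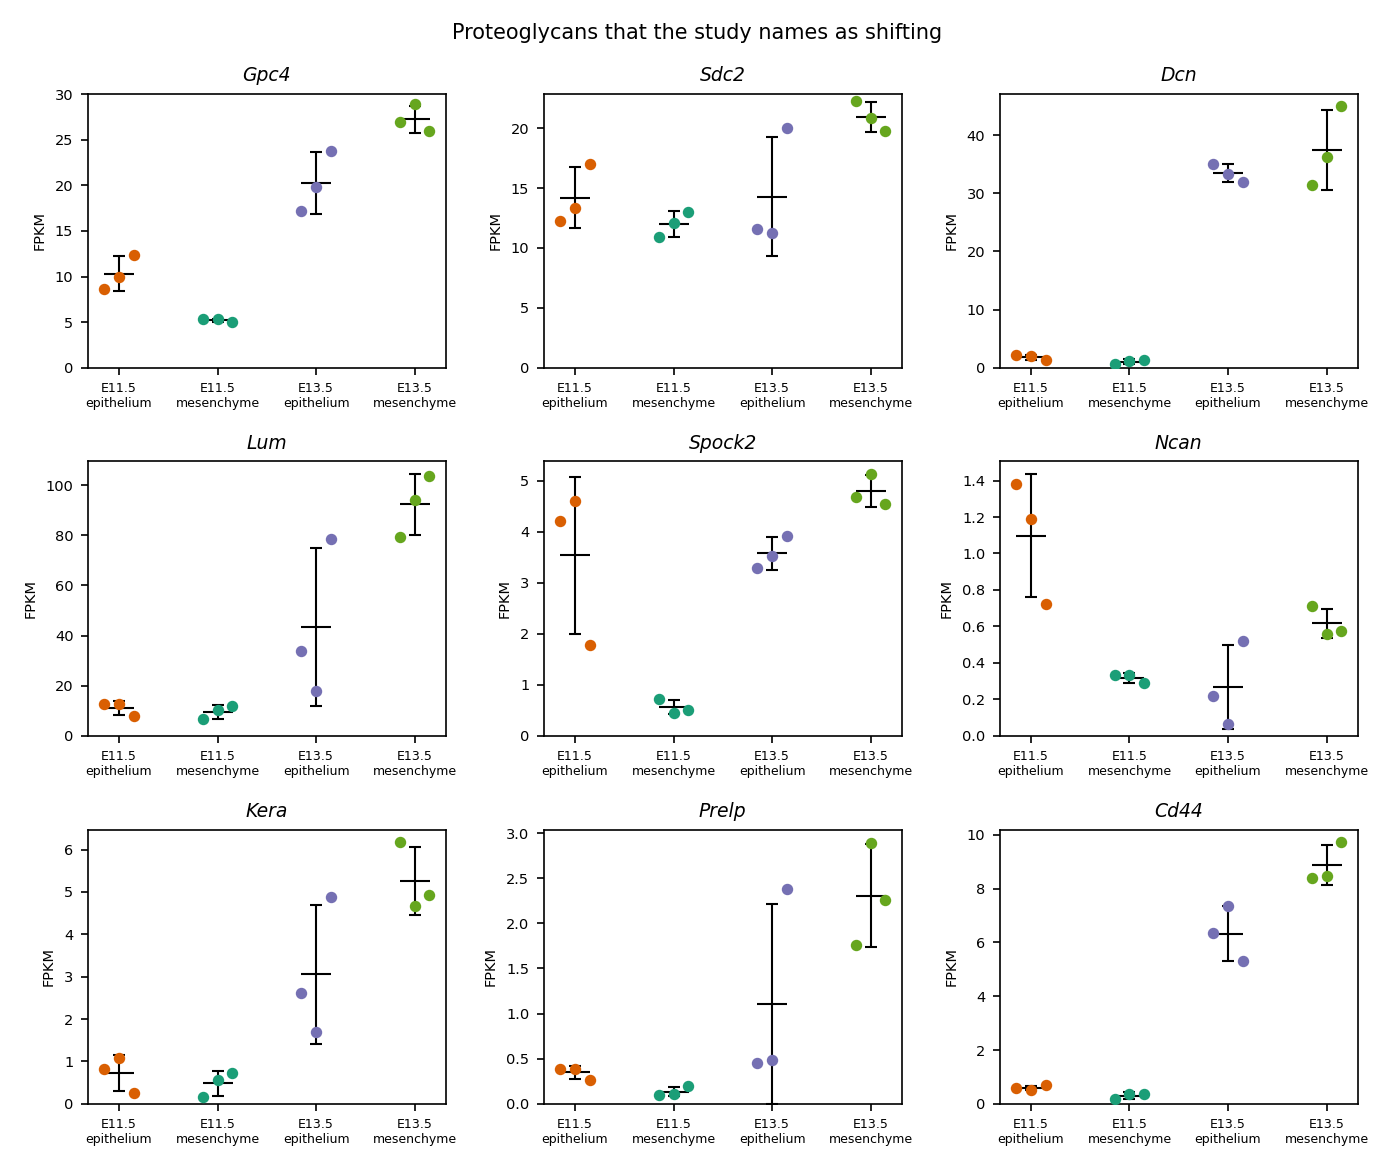
FPKM of Gpc4, Sdc2, Dcn, Lum, Spock2, Ncan, Kera, Prelp and Cd44 in the 4 groups, each on its own linear axis from 0. Coloured points are the 3 libraries of a group, the black bar is their mean and the whisker is the SD, which is drawn only as far as 0. Gpc4 has means of 10.3 and 5.22 FPKM at E11.5 and 20.3 and 27.3 at E13.5.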

Gpc4 expression was higher in the dental epithelium than mesenchyme (4.7-fold) at E11.5 and was upregulated in the mesenchyme (nearly 5.0-fold) at E13.5. The expression of Sdc2 was twice as high in the dental epithelium than in the mesenchyme at E11.5, but it was 2.2-fold higher in the dental mesenchyme than in the epithelium at E13.5. In addition, the transcript level of Spock2 at E11.5 was 38-fold higher in the dental epithelium but 3.5-fold higher in the dental mesenchyme at E13.5. Other proteoglycans with dynamic expression profiles included Dcn and Lum. The transcript level of Dcn was twofold higher in the dental epithelium than in the mesenchyme at E11.5, whereas it was upregulated threefold in the mesenchyme at E13.5. The expression of Lum in the E11.5 epithelial compartments was twice as high as that in mesenchyme, whereas upregulation in dental mesenchyme by E13.5 established a nearly 4-fold higher expression level compared with epithelial tissue (Fig. 8).

**Fig. 7:**
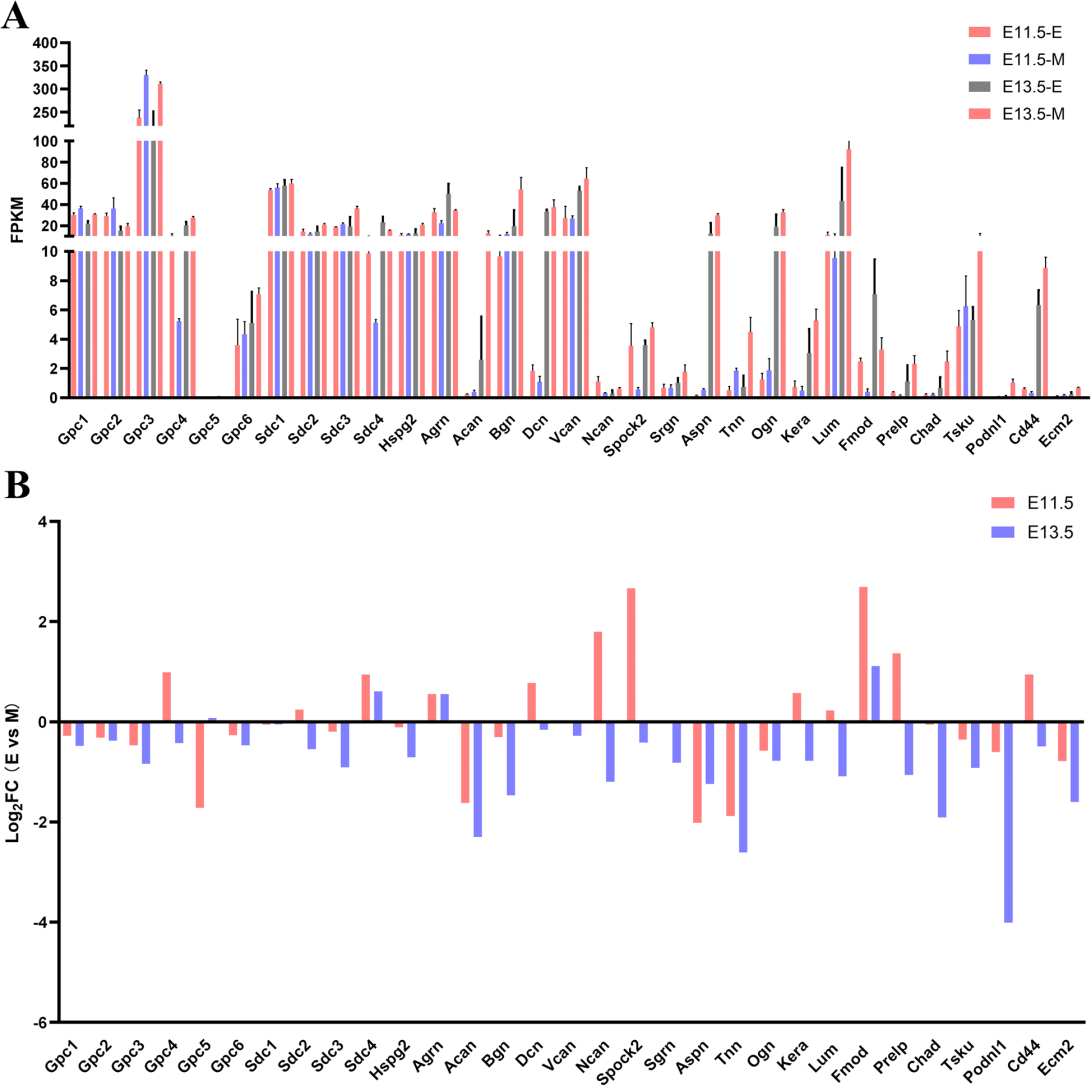
Expression profile of proteoglycans at E11.5 and E13.5 in different compartments. **A** FPKM analysis of proteoglycans at E11.5 and E13.5 in both the dental epithelium and mesenchyme; **B** Log_2_ fold change analysis of proteoglycans

**Fig. 8:**
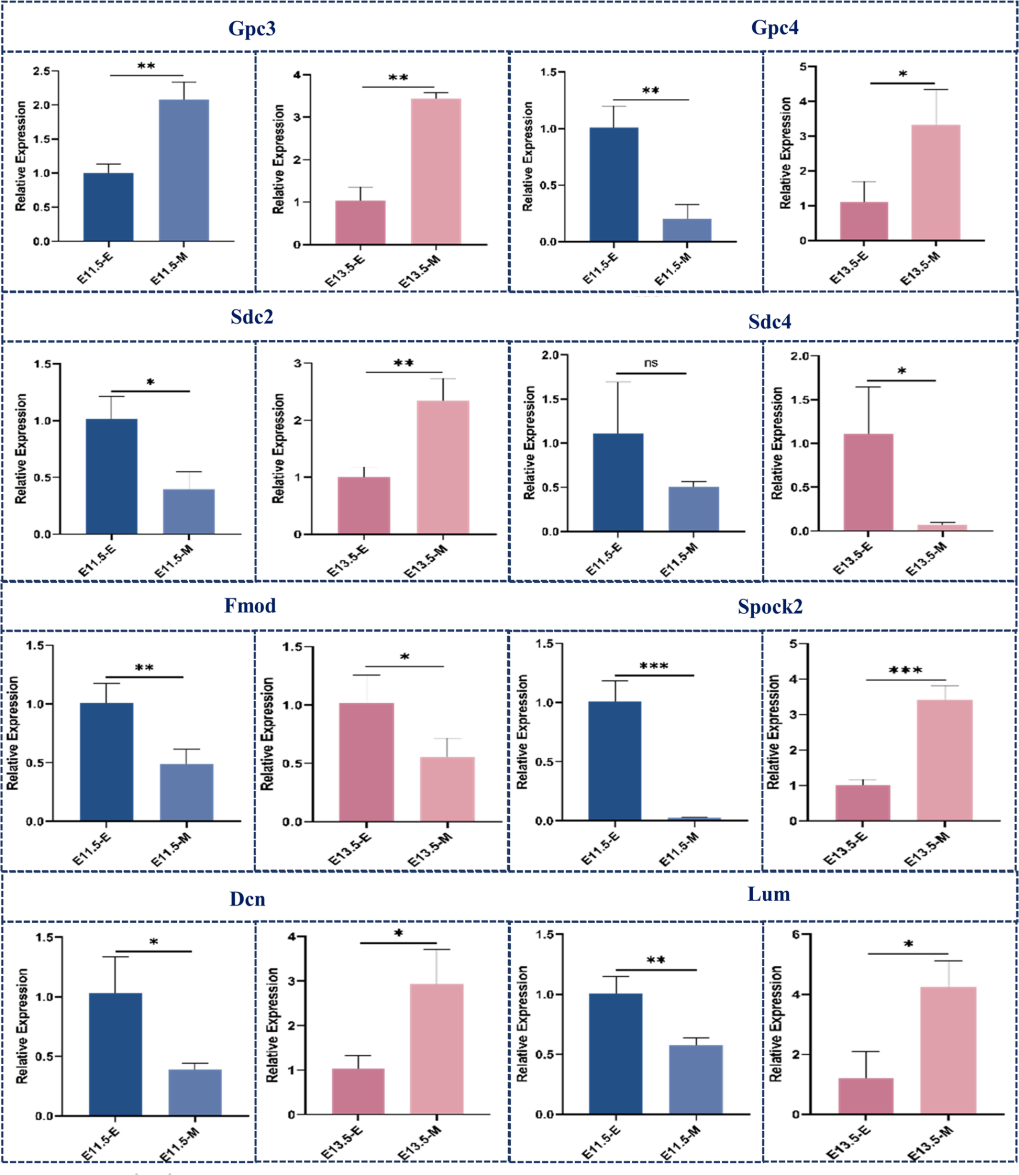
qRT‒PCR analysis of proteoglycans in the dental epithelium and mesenchyme at E11.5 and E13.5. (E, Epithelium; M, Mesenchyme) (*, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001)

In addition to this dynamic expression pattern, the following two other proteoglycans expression profiles were observed: PG transcript levels were significantly higher in the dental epithelial compartment at both E11.5 and E13.5, or PG transcript levels were significantly higher in the dental mesenchyme at both E11.3 and E13.5. Sdc4 and Fmod were significantly higher in the dental epithelial compartment at both E11.5 and E13.5. 

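Both genes passed the test at E11.5 and neither at E13.5. Sdc4, a syndecan (chromosome 2 from 164424247 to 164443887 in mm10), was at 9.86 ± 0.171 FPKM in epithelium and 5.13 ± 0.197 in mesenchyme at E11.5, a log2 fold change of 0.99 (standard error 0.10, adjusted p = 0.00134), and at 22.9 ± 5.46 and 15.1 ± 0.71 at E13.5, with 0.62 (standard error 0.18, adjusted p = 0.122). Fmod, a small leucine-rich proteoglycan (chromosome 1 from 134037254 to 134048277), was at 2.5 ± 0.197 and 0.388 ± 0.211 FPKM at E11.5, a log2 fold change of 2.75 (standard error 0.39, adjusted p = 0.00605), and at 7.08 ± 2.37 and 3.29 ± 0.817 at E13.5, with 1.13 (standard error 0.28, adjusted p = 0.0927). Without E13.5 epithelium replicate 3 the E13.5 values were 0.79 for Sdc4 (adjusted p = 0.00207) and 1.3 for Fmod (adjusted p = 0.00876).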

Based on the preliminary results of RNA-seq, we performed qPCR to obtain a more quantitative expression level. In qRT‒PCR analysis, Sdc4 was 2.0-fold more highly expressed in dental epithelial tissue at E11.5 and nearly 16-fold more highly expressed at E13.5. The expression of Fmod was nearly 2.0-fold higher in the dental epithelium at E11.5 and E13.5. For proteoglycans upregulated in the dental mesenchymal tissue, Gpc3 was expressed at nearly 2.0-fold higher and 3.0-fold higher levels in the dental mesenchymal tissue at E11.5 and E13.5, respectively.

From a developmental perspective, most PGs exhibited higher transcript levels in the mesenchymal compartments from E11.5 to E13.5. Among these PGs, Gpc4, Gpc6, Sdc4, Acan, Bgn and Dcn showed significantly higher expression levels in the dental mesenchyme at E13.5 compared with E11.5 (Fig. 9B).

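In mesenchyme, 35 of 45 core proteins rose from E11.5 to E13.5 and 3 fell (37 and 3 when adjusted over the list alone), with a median log2 fold change of 1.84. The list rose as a set (camera, adjusted p = 1.35e-27, and adjusted p = 0.0367 with an estimated correlation). Among the largest rises were Aspn, from 0.543 ± 0.068 to 29.6 ± 1.57 FPKM (log2 fold change 5.73, standard error 0.14, adjusted p = 7.8e-07), Cd44, a hyaluronan receptor, with 4.82 (adjusted p = 5.97e-06), Podnl1 with 4.76 (adjusted p = 0.00368) and Ogn with 4.11 (adjusted p = 2.37e-05). Those that fell were Esm1 with -1.11 (adjusted p = 0.00439), Gpc2 with -0.91 (adjusted p = 0.00401) and Gpc1 with -0.28 (adjusted p = 0.0235). The call of Gpc1 ended without any 1 E11.5 library and without E13.5 mesenchyme replicate 3 (adjusted p up to 0.0941). Fibrillar collagens and matrix genes moved with them, with 23 of 25 higher at E13.5 (camera, adjusted p = 4.39e-42, and adjusted p = 0.0423 with an estimated correlation), such as Col1a1 with 3.29 (adjusted p = 1.7e-05) and Lox with 4.39 (adjusted p = 2.2e-06). Markers of cartilage and bone rose as well, 10 of 11 chondrocyte markers with a median of 3.66 (camera, adjusted p = 2.05e-22, and adjusted p = 0.0423 with an estimated correlation) and 8 of 9 osteoblast markers with a median of 3.56 (camera, adjusted p = 1.76e-09, and adjusted p = 0.0826 with an estimated correlation). The rise in these libraries was not limited to such genes. Of 27 epithelial keratins and junctions, 18 also rose in the mesenchyme libraries (19 when adjusted over the list alone), with a median of 1.08 (camera, adjusted p = 7.83e-07, and adjusted p = 0.0826 with an estimated correlation). In the epithelium libraries 12 of the 27 rose. These genes mark epithelial cells, and which cells of the mesenchyme libraries held their RNA was not tested. Cell cycle genes went the other way, with 12 of 13 lower at E13.5 (camera, adjusted p = 7.62e-08, and adjusted p = 0.0826 with an estimated correlation).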

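All 6 genes passed the test in mesenchyme. Acan, the core protein of cartilage, went from 0.4 ± 0.107 FPKM at E11.5 to 12.8 ± 2.24 at E13.5 (log2 fold change 4.98, standard error 0.22, adjusted p = 4.22e-06), and Bgn, a small leucine-rich proteoglycan, from 11.9 ± 1.65 to 54.1 ± 11.52 (log2 fold change 2.16, standard error 0.15, adjusted p = 2.4e-05). Gpc6 went from 4.33 ± 0.848 to 7.04 ± 0.46 FPKM, with 0.66 (standard error 0.16, adjusted p = 0.011). Dcn rose by 5.12 (standard error 0.25, adjusted p = 5.5e-06), Gpc4 by 2.35 (standard error 0.11, adjusted p = 4.22e-06) and Sdc4 by 1.53 (standard error 0.10, adjusted p = 1.85e-05) on the log2 scale.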

**Fig. 9:**
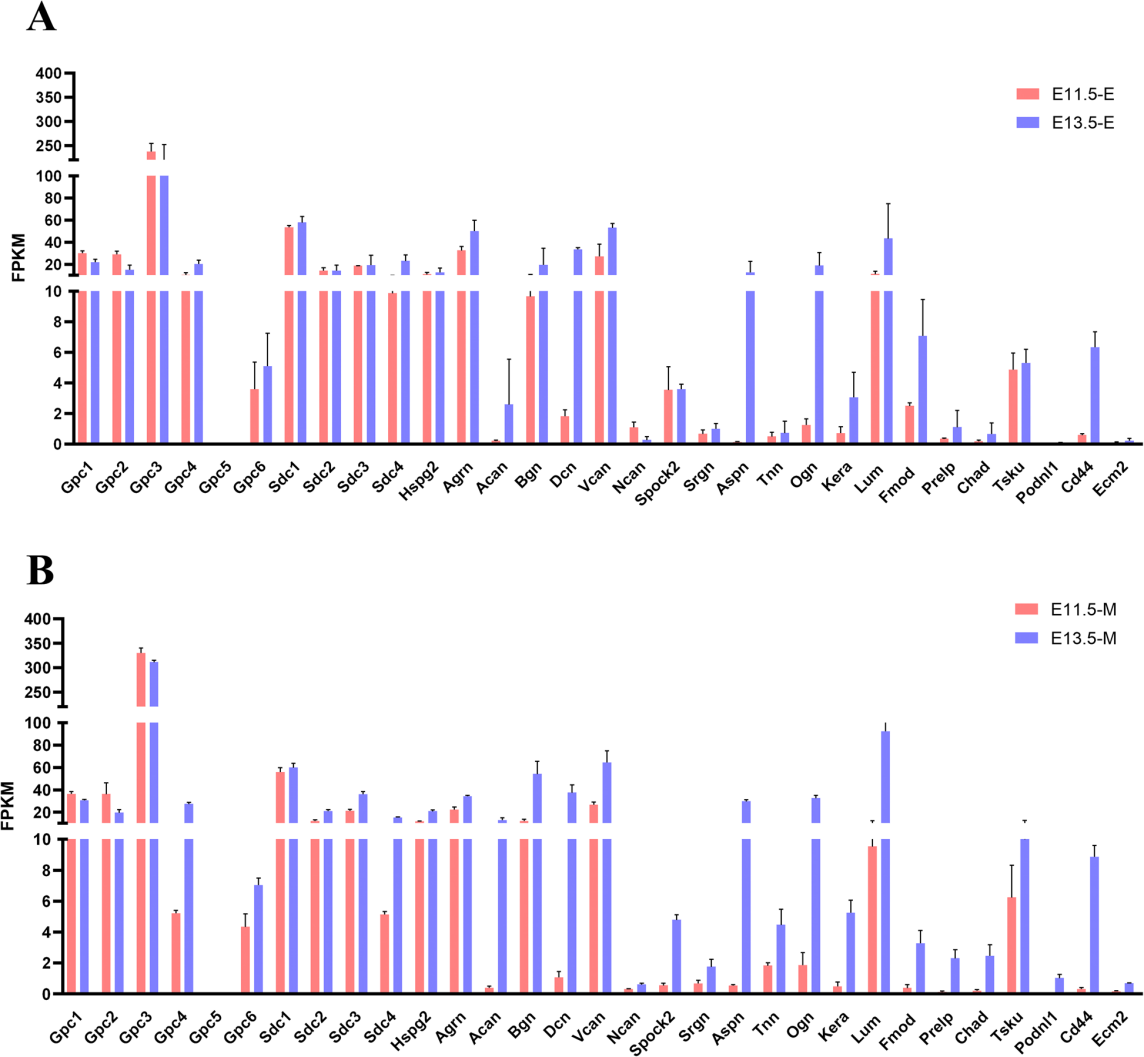
Expression profile of proteoglycans in the dental epithelium and mesenchyme at E11.5 and E13.5. **A** Expression profile of proteoglycans in dental epithelium at E11.5 and E13.5. **B** Expression profile of proteoglycans in dental mesenchyme at E11.5 and E13.5

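In epithelium, the glypicans Gpc1 and Gpc2 had negative fold changes from E11.5 to E13.5. Gpc1 stood at 29.9 ± 2.27 FPKM at E11.5 and 21.9 ± 2.42 at E13.5, a log2 fold change of -0.45 (standard error 0.13, adjusted p = 0.0777) from edgeR, and Gpc2 at 29.0 ± 2.76 and 15.0 ± 4.11, with -0.95 (standard error 0.21, adjusted p = 0.0399). Of 44 core proteins tested in epithelium 9 had negative fold changes, and Gpc2 was the one that passed the test (3 when adjusted over the list alone). The call of Gpc2 held without E13.5 epithelium replicate 3 and ended without any other 1 library (adjusted p up to 0.151).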

For dental epithelial tissue, only Gpc1 and Gpc2 showed slightly lower expression at E13.5 than E11.5. 

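Between the stages, 11 of 44 core proteins rose in epithelium over all genes tested (17 when adjusted over the list alone), and 35 had positive fold changes, with a median of 0.97. The list passed as a set at camera's preset correlation (adjusted p = 1.45e-08) and did not with an estimated correlation (camera, adjusted p = 0.521). In the same comparison 7 of 25 genes of fibrillar collagens and matrix rose (13 when adjusted over the list alone), as did 4 of 12 skeletal muscle markers (7) and 3 of 10 chondrocyte markers (5, while 1 fell). Like the core proteins, none of these lists passed as a set with an estimated correlation (camera, adjusted p = 0.56, 0.56 and 0.654). Aspn, Ogn and Acan were among the core proteins that rose, and their levels differed widely between the E13.5 epithelium libraries. Aspn was at 7.68, 5.83 and 24.2 FPKM in replicates 1, 2 and 3 against 0.134 at E11.5 (log2 fold change 6.51, standard error 0.68, adjusted p = 0.00777), and Acan at 0.896, 0.847 and 6.01 against 0.207 (log2 fold change 3.65, standard error 0.85, adjusted p = 0.0444). Cd44 rose with less spread, from 0.59 ± 0.09 to 6.33 ± 1.01 FPKM (log2 fold change 3.42, standard error 0.20, adjusted p = 0.00105), as did Ptprz1, from 0.37 ± 0.037 to 1.96 ± 0.516 (log2 fold change 2.39, standard error 0.23, adjusted p = 0.00592). Leaving out E11.5 epithelium replicate 1 ended the calls of Acan (adjusted p = 0.17), Aspn (adjusted p = 0.0616) and Ptprz1 (adjusted p = 0.0522), and leaving out E11.5 epithelium replicate 2 those of Acan and Aspn. That of Acan also ended without E11.5 epithelium replicate 3 or E13.5 epithelium replicate 1, and 2, 3 and 4 core proteins rose without E11.5 epithelium replicates 1 and 2 and E13.5 epithelium replicate 1. With E13.5 epithelium replicate 3 left out, 13 core proteins rose and 5 fell.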

Other PGs also exhibited higher expression levels as development progressed (Fig. 9A).

Interestingly, this result suggests that the temporal shift from dental epithelium to mesenchyme might be induced by higher expression growth of PGs in the mesenchyme compared with epithelium rather than an “on” and “off” expression pattern.

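A test of whether the change over time differed between the tissues, over all 45 core proteins, found 41 with a negative value, that is with more growth in mesenchyme, and a median of -0.82. Over all genes tested 2 passed (7 negative and 1 positive when adjusted over the list alone), and the list as a set moved towards mesenchyme (camera, adjusted p = 2.59e-09, and adjusted p = 0.149 with an estimated correlation). In the same test other lists had medians of like size, -0.79 for endothelial markers, -0.83 for mesenchyme markers and -0.90 for fibrillar collagens and matrix. Larger ones were -1.45 for skeletal muscle, -1.52 for macrophage, -1.74 for glial, -1.75 for chondrocyte, -2.46 for osteoblast and -3.61 for neuron markers. Others did not move this way, with 0.08 for erythroid markers, 0.08 for odontogenic epithelium genes, 0.63 for keratins and junctions, 0.28 for cell cycle genes and -0.12 for basement membrane genes. Without E13.5 epithelium replicate 3, 17 core proteins passed as negative and 1 as positive, against the 2 that passed with all libraries. Of the 45 core proteins, 24 reached a mean of 1 FPKM in epithelium and 22 in mesenchyme at E11.5, and 33 and 37 at E13.5. Dcn was at 1.82 ± 0.432 FPKM in epithelium and 1.07 ± 0.381 in mesenchyme at E11.5 and at 33.5 ± 1.54 and 37.5 ± 6.89 at E13.5, and Cd44 at 0.308 ± 0.113 in E11.5 mesenchyme and 8.87 ± 0.738 in E13.5 mesenchyme. From the growth in both tissues, the paper proposes that the temporal shift follows from a higher growth of proteoglycan expression in mesenchyme and not from genes being turned on and off.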

### Expression profile of proteoglycan biosynthetic enzymes in the dental epithelium and mesenchyme

Glycosaminoglycans are essential to both the structure and biological functions of proteoglycans. Thus, we also explored the expression profile of glycosaminoglycan biosynthetic enzymes (Fig. 10).

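Few enzymes of glycosaminoglycan synthesis passed the test between the tissues. At E11.5 the sulfotransferases Hs6st1, Chst11 and Chst15 were higher in epithelium and the endosulfatase Sulf2 was lower, and at E13.5 Pxylp1, a phosphatase of the linkage xylose, the heparanase homologue Hpse2 and Chst13 were lower in epithelium. The linkage region has 11 tested enzymes, with 0 called by edgeR at E11.5 (1 at an unadjusted p under 0.05, 1 with DESeq2 and 0 with limma) and 1 lower in epithelium at E13.5 (3 when adjusted over the list alone). Heparan sulfate elongation has 5, with 0 passing at either stage (1 at an unadjusted p under 0.05 at each stage, 0 with DESeq2, 0 with limma, and 1 at E11.5 with the library number as a block). Of 6 chondroitin and dermatan sulfate elongation enzymes 0 passed at E11.5 (1 at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma). Of 19 heparan sulfate modification enzymes tested at E11.5, 1 was higher in epithelium and 1 lower (3 and 3 when adjusted over the list alone, and 3 and 4 with the library number as a block). Of 10 chondroitin and dermatan sulfate modification enzymes 2 were higher in epithelium at E11.5 (2 when adjusted over the list alone) and none was lower. In mesenchyme members of these groups rose from E11.5 to E13.5, of the linkage enzymes 5 of 11, of heparan sulfate elongation 5 of 5, of chondroitin and dermatan sulfate elongation 6 of 6, of heparan sulfate modification 12 of 20 (13 when adjusted over the list alone) and of chondroitin and dermatan sulfate modification 10 of 10. The linkage enzymes did not pass as a set (camera, adjusted p = 0.0515, and adjusted p = 0.1495 with an estimated correlation). For the other sets, the adjusted p with an estimated correlation was 0.0482 for chondroitin and dermatan sulfate elongation, and 0.19, 0.0826 and 0.0741 for heparan sulfate elongation, heparan sulfate modification and chondroitin and dermatan sulfate modification, which passed camera with its preset correlation. At E11.5 the call of Hs6st1 held without any 1 library, while those of Chst11, Chst15 and Sulf2 ended in 2, 4 and 5 of 6 cases (adjusted p up to 0.0925, 0.199 and 0.2025). At E13.5 those of Pxylp1, Hpse2 and Chst13 ended without any 1 library other than epithelium replicate 3.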

**Fig. 10:**
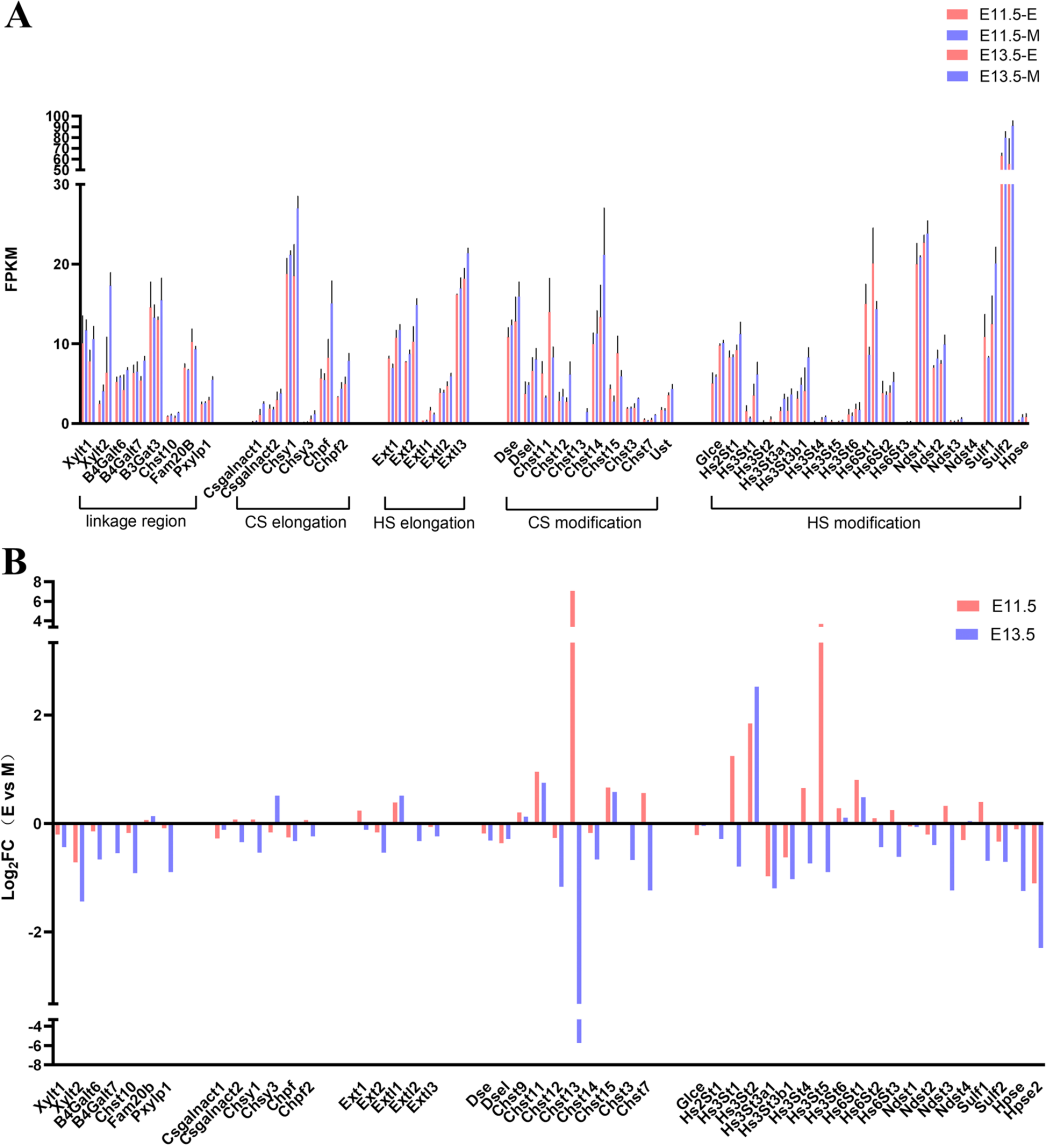
Expression profile of proteoglycan biosynthetic enzymes in the dental epithelium and mesenchyme at E11.5 and E13.5. **A** FPKM analysis of proteoglycan biosynthetic enzymes at E11.5 and E13.5 in both the dental epithelium and mesenchyme; **B** Log2-fold change analysis of proteoglycan biosynthetic enzymes

Enzymes involved in the common linkage region include xylosyl transferase (Xylt1 and Xylt2), β4-galactoslytransferase (β4galt7), β4-galactoslytransferase (β4galt6) and β3-galactoslytransferase (β3gat1, β3gat2, β3gat3).

Most of these enzymes exhibited similar expression patterns, including Xylt1, Xylt2, B4galt6, B4galt7, Chst10 and Pxylp1. These enzymes were highly expressed in the dental mesenchyme at both E11.5 and E13.5. Among these enzymes, only Fam20b was more highly expressed in the dental epithelium compared with mesenchyme at both stages (Fig. 11).

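The linkage region is the tetrasaccharide that joins a glycosaminoglycan chain to its core protein. Pxylp1, which takes the phosphate off the linkage xylose, was at 2.94 ± 0.363 FPKM in E13.5 epithelium and 5.49 ± 0.394 in mesenchyme, a log2 fold change of -0.88 (standard error 0.15, adjusted p = 0.0441), and at 2.42 ± 0.273 and 2.58 ± 0.142 at E11.5. The other 5 enzymes did not pass at either stage. The xylosyltransferase Xylt2 was at 7.09 ± 0.547 and 8.17 ± 1.42 FPKM in epithelium and mesenchyme at E11.5 and 8.03 ± 0.359 and 9.48 ± 0.949 at E13.5, with log2 fold changes of -0.15 and -0.22. Xylt1 had 0.08 and 0.18, B4galt6 -0.10 and -0.65, B4galt7 0.02 and -0.53, and Chst10 -0.12 and -0.90. As a set the linkage enzymes had a median of -0.53 at E13.5 (camera, adjusted p = 0.0133, and adjusted p = 0.288 with an estimated correlation). With the unnumbered libraries as a covariate 1 of them was lower in epithelium at each stage. Pxylp1 passed at E13.5 without epithelium replicate 3 but not without any other 1 library (adjusted p from 0.106 to 0.22).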

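Fam20b, the kinase that phosphorylates the linkage xylose (ENSMUSG00000033557, chromosome 1 from 156678532 to 156719086 in mm10), was at 7.01 ± 0.479 FPKM in epithelium and 6.71 ± 0.082 in mesenchyme at E11.5, and at 10.2 ± 1.59 and 9.32 ± 0.351 at E13.5. The log2 fold changes of 0.11 (standard error 0.10, adjusted p = 0.597) and 0.15 (standard error 0.13, adjusted p = 0.51) did not pass edgeR's test.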

**Fig. 11:**
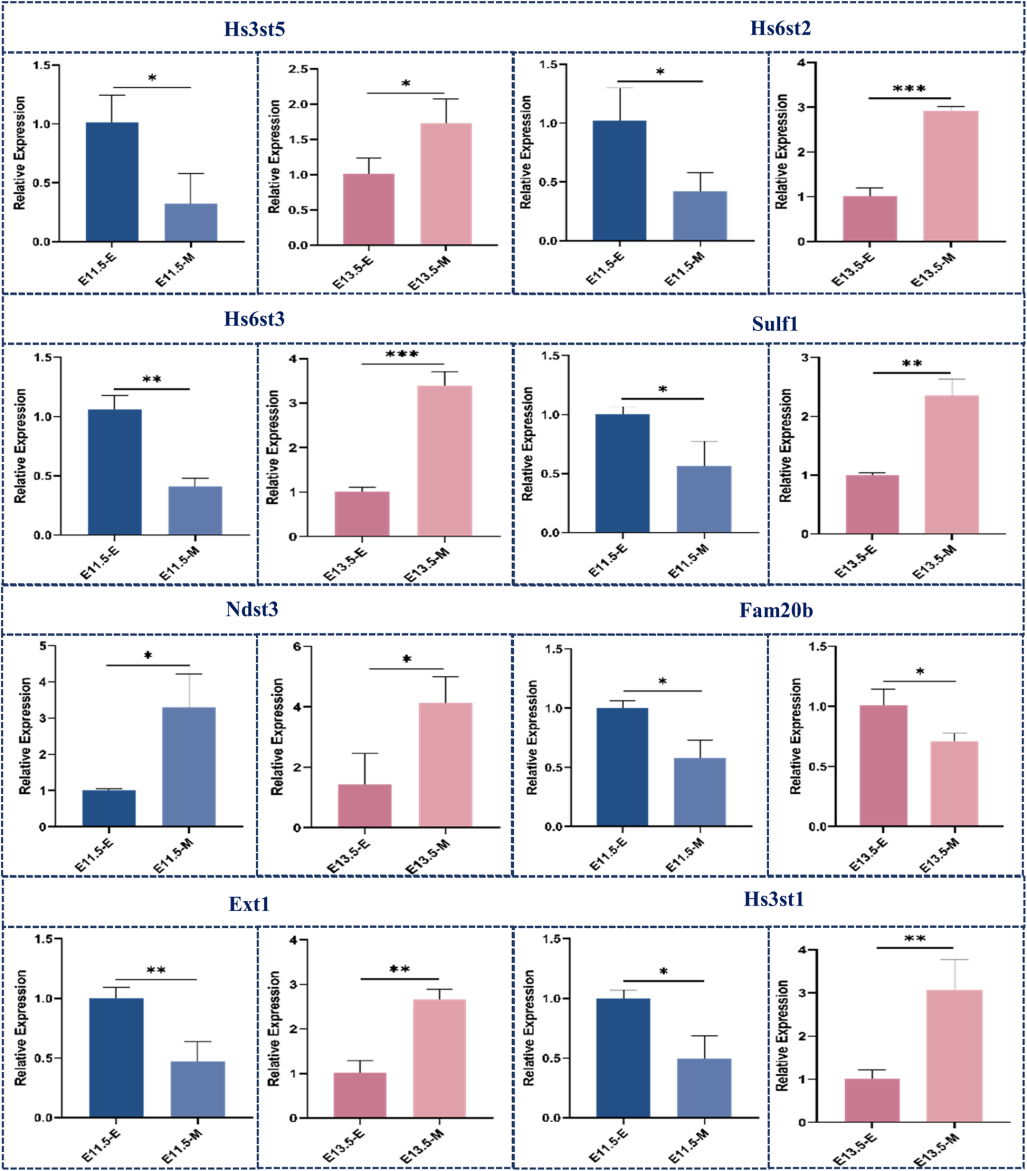
qRT‒PCR analysis of proteoglycans biosynthetic enzymes in the dental epithelium and mesenchyme at E11.5 and E13.5. (E, Epithelium; M, Mesenchyme) (*, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001)

HS elongation enzymes include glucuronosyltransferase (Ext1 and Ext2) and α4-GlcNAc transferase (Extl2 and Extl3). 

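Ext1, a polymerase of heparan sulfate (chromosome 15 from 53064038 to 53346159 in mm10), stood at 8.17 ± 0.306 FPKM in epithelium and 6.97 ± 0.469 in mesenchyme at E11.5, a log2 fold change of 0.28 (standard error 0.08, adjusted p = 0.096), which passed with the library number as a block (adjusted p = 0.0382). At E13.5 its levels were 10.8 ± 0.917 and 11.7 ± 0.663 FPKM, with -0.10 (standard error 0.12, adjusted p = 0.624). The change of the difference between the stages was -0.37 (standard error 0.14, adjusted p = 0.249).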

The transcript level of Ext1 was higher in the dental epithelium at E11.5, but it was upregulated in the mesenchyme at E13.5. In contrast, the expression levels of Ext2, Extl2 and Extl3 were higher in the dental epithelium at both developmental stages. 

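Ext2, the partner of Ext1 in the polymerase, was at 7.75 ± 0.004 FPKM in epithelium and 8.73 ± 0.491 in mesenchyme at E11.5 and at 10.3 ± 1.88 and 14.9 ± 0.787 at E13.5. Its log2 fold changes were -0.12 (standard error 0.08, adjusted p = 0.455) and -0.51 (standard error 0.15, adjusted p = 0.132). Extl2 had 0.03 and -0.31, and Extl3, the most abundant of these 3 at 16.2 and 17.0 FPKM at E11.5, had -0.02 and -0.21. None of these 6 comparisons passed edgeR's test, and in mesenchyme all 3 genes rose over time, Ext2 by 0.74 (adjusted p = 0.000267).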

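Extl1 was at 0.377 ± 0.008 FPKM in epithelium and 0.29 ± 0.136 in mesenchyme at E11.5, and at 1.64 ± 0.398 and 1.15 ± 0.167 at E13.5, with log2 fold changes of 0.45 (standard error 0.35, adjusted p = 0.538) and 0.53 (standard error 0.25, adjusted p = 0.241). It rose over time in both tissues, by 2.11 (adjusted p = 0.0111) in epithelium and 1.97 (adjusted p = 0.00205) in mesenchyme. The rise in epithelium did not pass without E11.5 epithelium replicate 1 or 2 or E13.5 epithelium replicate 1 (adjusted p from 0.0684 to 0.0744).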

Only Extl1 was upregulated in the mesenchyme at both stages.

Elongation of CS/DS chains requires N-acetylgalactosaminyltransferase-1 (CSGalNAcT-1), N-acetylgalactosaminyltransferase-2 (CSGalNAcT-2), and the chondroitin polymerase complex (encoded by Chsy-1/Chsy-2/Chsy-3/Chpf). 

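Csgalnact1, which adds the first N-acetylgalactosamine of a chondroitin chain, rose in mesenchyme from 0.29 ± 0.045 FPKM at E11.5 to 2.5 ± 0.226 at E13.5 (log2 fold change 3.08, standard error 0.19, adjusted p = 1.24e-05) and in epithelium from 0.238 ± 0.02 to 1.09 ± 0.67 (log2 fold change 2.20, standard error 0.48, adjusted p = 0.0374). Between the tissues its log2 fold changes were -0.23 (adjusted p = 0.671) at E11.5 and -1.17 (adjusted p = 0.173) at E13.5. Chpf, a chondroitin polymerizing factor, rose in mesenchyme from 5.44 ± 0.82 to 15.1 ± 2.82 FPKM (log2 fold change 1.44, standard error 0.15, adjusted p = 0.000161), and between the tissues it had 0.11 (adjusted p = 0.755) and -0.84 (adjusted p = 0.118). Without E13.5 epithelium replicate 3, all 6 chondroitin and dermatan sulfate elongation enzymes were lower in E13.5 epithelium. In epithelium Csgalnact1 did not pass without any 1 E11.5 library or without E13.5 epithelium replicate 1 (adjusted p up to 0.148).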

The expression of Csgalnact1 and Chpf exhibited similar expression profiles; both were upregulated in the mesenchyme during odontogenesis. Chsy1 and Chpf2 were upregulated in the epithelium at E11.5 and upregulated in the mesenchyme at E13.5. In contrast, chsy3 was downregulated at E11.5 but was upregulated at E13.5 in the dental epithelium.

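Chsy1, a chondroitin synthase, was at 18.8 ± 1.94 FPKM in epithelium and 21.1 ± 0.5 in mesenchyme at E11.5, and at 18.5 ± 3.95 and 27.0 ± 1.51 at E13.5. Chpf2 was at 3.32 ± 0.072 and 4.37 ± 0.788, then 4.95 ± 0.851 and 7.86 ± 0.937. The log2 fold changes at E11.5 were -0.12 (adjusted p = 0.574) for Chsy1 and -0.34 (adjusted p = 0.168) for Chpf2, and at E13.5 -0.52 (adjusted p = 0.147) and -0.64 (adjusted p = 0.0952).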

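Chsy3 was near the detection limit at E11.5, at 0.145 ± 0.022 FPKM in epithelium and 0.174 ± 0.043 in mesenchyme (log2 fold change -0.22, adjusted p = 0.765). Its E13.5 levels were 0.547 ± 0.388 and 1.2 ± 0.399 FPKM (log2 fold change -1.10, adjusted p = 0.26). Over time its log2 fold change was 1.9 (adjusted p = 0.0736) in epithelium and 2.73 (adjusted p = 0.000342) in mesenchyme, where it passed the test.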

HS N-deacetylase, N-sulfotransferase isoforms 1–4 (Ndst1, Ndst2, Ndst3, and Ndst4), HS 5ʹ-uronosyl epimerase (Glce), HS 2-O-sulfotransferase (Hs2st1), HS 6-O-sulfotransferase isoforms 1–3 (Hs6st1, Hs6st2, Hs6st3), and HS 3-O-sulfotransferase isoforms (Hs3st1, Hs3st2, Hs3st3a1, Hs3st3b1, Hs3st5, and Hs3st6) are involved in the modification of the HS GAG repeating unit. Among them, the transcript levels of Hs3st1, Hs3st4, Hs3st5, Hs6st2, Hs6st3, Ndst2 and Sulf1 were higher in the dental epithelium at E11.5, but they were upregulated in the mesenchyme at E13.5. In contrast, the expression levels of Hs3sta1, Hs3stb1, Sulf2, Hpse and Hpse2 were higher in the dental mesenchyme in the two developmental stages. 

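Most of these 7 enzymes of heparan sulfate modification had positive fold changes at E11.5 and negative ones at E13.5, and none of the values passed edgeR's test. Sulf1, an endosulfatase, was at 10.9 ± 2.83 FPKM in epithelium and 8.29 ± 0.14 in mesenchyme at E11.5 and at 12.5 ± 3.54 and 20.1 ± 2.05 at E13.5, with log2 fold changes of 0.44 (standard error 0.17, adjusted p = 0.212) and -0.66 (standard error 0.21, adjusted p = 0.144). Hs6st2 was at 3.83 ± 1.46 and 3.61 ± 0.367 FPKM, then 3.86 ± 0.875 and 5.23 ± 1.17. Ndst2 had -0.16 (adjusted p = 0.419) at E11.5 and -0.38 (adjusted p = 0.143) at E13.5. Hs3st5 was at 0.244 ± 0.154 and 0.019 ± 0.02 FPKM at E11.5 (log2 fold change 3.69, adjusted p = 0.0911, and 4.00 with adjusted p = 0.0175 under the library number as a block). Hs6st3 was too low to be tested at E11.5, with 0.042 ± 0.017 and 0.035 ± 0.02 FPKM. Over the 13 enzymes that the paper names as shifting, 0 of 11 tested at E11.5 passed with edgeR, against 4 higher and 1 lower at an unadjusted p under 0.05 (3 higher when adjusted over the list alone). DESeq2 passed 2 as higher and limma 0, and edgeR passed 4 as higher and 1 as lower with the unnumbered libraries as a covariate, and 3 as higher with the library number as a block. At E13.5, 1 of the 13 was lower in epithelium (6 when adjusted over the list alone). The change of the difference had a median of -1.08, and 0 of 13 passed with edgeR, against 7 at an unadjusted p under 0.05, 5 with DESeq2 and 1 with limma (7 when adjusted over the list alone). Without E13.5 epithelium replicate 3, edgeR passed 8 as lower in E13.5 epithelium and 8 for the change of the difference. As a set they moved towards mesenchyme (camera, adjusted p = 9.19e-07, and adjusted p = 0.105 with an estimated correlation). The paper chose them on these libraries, so the list is not independent evidence of its direction.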

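Hpse2, a homologue of heparanase, was at 0.815 ± 0.409 FPKM in E13.5 epithelium and 4.03 ± 0.433 in E13.5 mesenchyme, a log2 fold change of -2.28 (standard error 0.37, adjusted p = 0.0419), and at 0.363 ± 0.074 and 0.784 ± 0.322 at E11.5 (log2 fold change -1.04, adjusted p = 0.126, and -0.98 with adjusted p = 0.04 under the library number as a block). Sulf2 was the most abundant of these enzymes, at 63.0 ± 2.55 FPKM in epithelium and 79.8 ± 5.63 in mesenchyme at E11.5 (log2 fold change -0.29, standard error 0.07, adjusted p = 0.0497) and 55.5 ± 23.4 and 91.0 ± 4.48 at E13.5 (log2 fold change -0.69, adjusted p = 0.196). Hpse, heparanase, had -0.07 (adjusted p = 0.915) and -1.22 (adjusted p = 0.164). Hpse2 at E13.5 and Sulf2 at E11.5 lost their calls without any 1 library other than epithelium replicate 3 of the stage (adjusted p up to 0.207 and 0.2025).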

Only Hs3st2 was upregulated in the mesenchyme at both stages.

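Hs3st2 was low in all groups, at 0.164 ± 0.189 FPKM in epithelium and 0.046 ± 0.032 in mesenchyme at E11.5 and at 0.51 ± 0.348 and 0.089 ± 0.068 at E13.5. The log2 fold changes of 1.85 (standard error 0.91, adjusted p = 0.316) and 2.49 (standard error 0.81, adjusted p = 0.144) did not pass edgeR's test.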

CS/DS are sulfated by various sulfotransferases. 4-O-sulfation is catalysed by chondroitin 4-O-sulfotransferase (C4ST). The addition of a sulfate group to the 6-O position of GalNAc is accomplished by chondroitin 6-O-sulfotransferase (C6ST). GalNAc 4-sulfate 6-O-sulfotransferase (GalNAc4S-6ST) can also transfer sulfate groups to both the 4-O and 6-O positions of GalNAc. Transfer of the sulfate group to the 2-O position of GlcNAc is accomplished by uronyl 2-O-sulfotransferase (UST). For DS chains, epimerization of GlcA to IdoA is catalysed by GlcA C-5 epimerase (DS-epimerase). The repeating unit of DS can be modified by dermatan 4-O-sulfotransferase (D4ST) transferring the sulfate group to the 4-O position of GalNAc. 

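Of the 6 enzymes Dse, Dsel, Chst12, Chst9, Chst11 and Chst15, which modify chondroitin and dermatan sulfate, 2 passed the test between the tissues at E11.5. Chst11, a 4-O-sulfotransferase, was at 6.3 ± 1.48 FPKM in epithelium and 3.25 ± 0.191 in mesenchyme at E11.5 (log2 fold change 1.00, standard error 0.18, adjusted p = 0.0185) and at 14.0 ± 4.24 and 8.29 ± 1.32 at E13.5 (log2 fold change 0.77, standard error 0.24, adjusted p = 0.136). Chst15 was at 4.35 ± 0.497 and 2.75 ± 0.705 (log2 fold change 0.72, standard error 0.16, adjusted p = 0.0424), then 8.84 ± 2.11 and 5.92 ± 0.725 (log2 fold change 0.59, standard error 0.19, adjusted p = 0.145). Dse, an epimerase, had -0.14 (adjusted p = 0.582) and -0.29 (adjusted p = 0.391), and Dsel -0.32 (adjusted p = 0.56) and -0.26 (adjusted p = 0.495). Chst9 was barely detected, at 0.067 ± 0.06 and 0.058 ± 0.067 FPKM at E11.5 and 0.072 ± 0.082 and 0.067 ± 0.068 at E13.5. Leaving out mesenchyme replicate 2 or 3 ended the call of Chst11 (adjusted p = 0.0925 and 0.0903), and leaving out epithelium replicate 1 or 2 or mesenchyme replicate 1 or 2 that of Chst15 (adjusted p up to 0.199).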

The expression of Dse, Dsel and Chst12 was lower in the epithelium at both E11.5 and E13.5, whereas chst9, Chst11 and Chst15 were higher in the epithelium at both stages. Among these enzymes, Chst13 and Chst7 were more highly expressed in the epithelium at E11.5 and upregulated in the mesenchyme at E13.5.

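Chst7, a 6-O-sulfotransferase, was at 0.491 ± 0.107 FPKM in epithelium and 0.333 ± 0.039 in mesenchyme at E11.5 and at 0.453 ± 0.22 and 1.07 ± 0.035 at E13.5, with log2 fold changes of 0.60 (standard error 0.32, adjusted p = 0.353) and -1.20 (standard error 0.39, adjusted p = 0.144). Chst13 had no count in E11.5 mesenchyme and 0.013 ± 0.023 FPKM in E11.5 epithelium, too few counts for a test at that stage.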

### Quantitative real-time PCR (RT‒qPCR) analysis

We selected ten genes, Krt14, Vim, Gpc3, Gpc4, Sdc2, Sdc4, Fmod, Spock2, Dcn and Lum, for RT‒qPCR analysis to validate DEGs identified from RNA sequencing (Fig. 12). As expected, the results showed that these genes were mostly consistently upregulated or downregulated with the gene expression changes based on RNA-Seq, indicating that the DEGs obtained from RNA-sequencing were reliable.

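In the RNA-seq libraries, 6 of these 10 genes passed the test between the tissues at E11.5, Krt14, Gpc4, Sdc4, Fmod and Spock2 as higher in epithelium and Gpc3 as lower. At E13.5 Krt14 passed over all libraries, and without E13.5 epithelium replicate 3 all but Dcn did. Gpc3 stood at 174 ± 77.9 FPKM in E13.5 epithelium and 312 ± 3.53 in mesenchyme (log2 fold change -0.82, standard error 0.29, adjusted p = 0.165), and without replicate 3 its log2 fold change was -1.27 (adjusted p = 0.000268). For Vim it was -1.45 (adjusted p = 0.000454) and for Spock2 -0.49 (adjusted p = 0.0286). Krt14 at E13.5 did not pass without epithelium replicate 1 or any 1 mesenchyme library, and Gpc3 and Gpc4 at E11.5 did not in 5 and 2 of 6 such cases.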

**Fig. 12:**
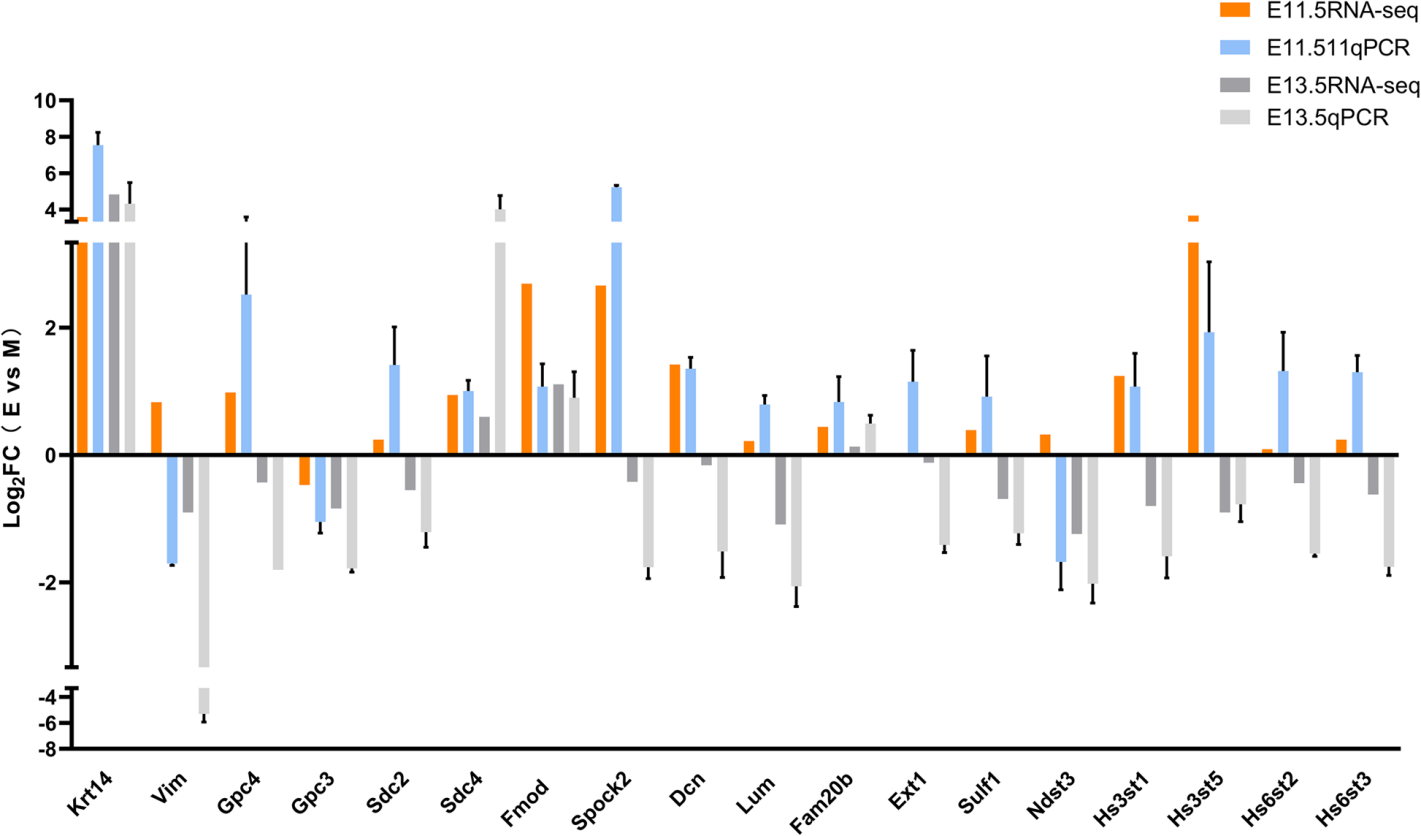
qRT‒PCR validation of RNA-sequencing results

## Discussion

Tooth development is an ordered process of mutual induction between odontogenic epithelium and mesenchyme, in which odontogenic stem cells differentiate and form teeth in accordance with developmental procedures. This process is regulated by a complex signal transduction network. Each stage of tooth development is regulated by the delicate and complex signal network between cells, which depends on the precise spatial–temporal expression of each signal to guide odontogenesis, cytodifferentiation and development. Many signalling pathways involved in tooth formation have been elucidated. However, the precise molecular mechanisms that mediate interactions between the epithelium and mesenchymal cells remain unclear. PGs are ubiquitously expressed on the cell membrane and in the extracellular matrix. These glycoproteins exert critical roles in facilitating ligand‒receptor interactions and shaping diffusion gradients through the GAG chains attached.

Previous studies have shown that several PGs are actively involved in the embryonic development of multiple tissues and organs. We recently found that proteoglycans have important roles in maintaining the signalling balance that governs murine tooth number [18]. Moreover, by examining the expression pattern of 23 proteoglycans in different regions of murine embryonic teeth, we identified a distinct spatiotemporal expression pattern of proteoglycans in tooth morphogenesis [8]. However, we have not determined a specific type of proteoglycan or the key sulfation group of glycosaminoglycans involved in the regulation of odontogenesis. Therefore, in this study, we further investigated the dynamic expression profile of proteoglycans and their biosynthetic enzymes during early odontogenesis by high-throughput sequencing.

The odontogenic potential represents the ability of one tissue to induce related gene expression in the adjacent tissue to initiate and promote tooth development. On E11.5, odontogenic competence initially resides in the dental epithelium and then shifts to the adjacent mesenchymal tissue on E12.5 [30, 34]. Thus, we chose E11.5 and E13.5 as key stages in this study to understand the molecules responsible for odontogenic potential.

Initially, we systematically conducted RNA sequencing on developing dental epithelium and mesenchyme at E11.5 and E13.5. PCA, DEG analysis, and GO term analysis were performed using these datasets. Through qPCR examination of tissue markers of Krt14 and Vim in epithelial and mesenchymal tissues, respectively, it was confirmed that the samples were well separated. 

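The first principal component of log2(FPKM + 0.5) over 16174 genes held 40.2% of the variance and parted the stages, and the second held 31.3%. On the second each epithelium library lay below the mesenchyme libraries of its stage, though E13.5 epithelium replicate 3, at 9.3, lay above E11.5 mesenchyme replicate 1, at 5.7. Of the 12 libraries, 10 lay nearest to a library of their own group. The 2 others were E11.5 epithelium replicate 3 and E13.5 epithelium replicate 3, which lay nearest to mesenchyme replicate 1 of their stage, at Euclidean distances of 57 and 52.3 on this log2 scale.

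**Figure D4:**
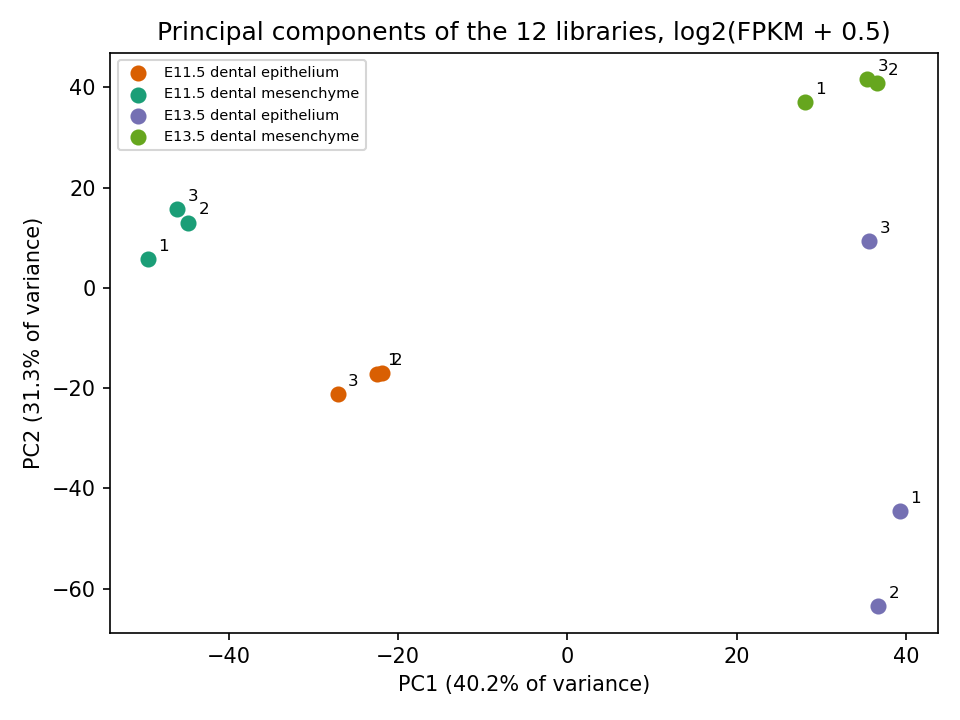
First and second principal components of the 12 libraries from log2(FPKM + 0.5), with the percent of variance on the axes. Each point is a library, coloured by group and numbered by replicate, and replicates 1 and 2 of E11.5 epithelium overlap. E13.5 epithelium replicate 3 lies between the other E13.5 epithelium libraries and E13.5 mesenchyme.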

PCA further validated that the biological replicates for each group were categorized.

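By side, plasma membrane took like shares of the annotated genes called at E11.5, 159 of the 688 higher in epithelium (23.1%, odds ratio 1.68, Fisher's exact test, adjusted p = 2.18e-07) and 17 of the 73 higher in mesenchyme (23.3%, odds ratio 1.66, adjusted p = 0.152). At E13.5 it took 91 of 311 (29.3%, odds ratio 2.24, adjusted p = 1.47e-08) and 6 of 34 (17.65%, odds ratio 1.14, adjusted p = 0.5035).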

GO term analysis revealed the cell membrane and extracellular region as being overrepresented at both E11.5 and E13.5. It can be inferred that both the extracellular region and the cell membrane are required for orchestrating tooth formation in both stages. Previous studies have demonstrated that extracellular matrix proteins such as integrins participate in the late stages of odontogenesis, including morphogenesis and biomineralization [35, 36]. However, our results reveal that proteins in the extracellular regions are also involved in the early stages of odontogenesis and might be critical regulators of odontogenic competence and even dental stem cell commitment.

In addition to providing structural support, the ECM is now believed to elicit a cellular response by mediating various signal transduction pathways involved in development and organogenesis. The ECM contains secreted molecules that comprise the cell microenvironment and proteins that act as bridges for specific binding between the ECM and cell membrane. PGs and GAGs comprise vital parts of the ECM and are part of a finely regulated signalling network. PGs have been demonstrated to be highly involved in tooth formation. Studies have mostly focused on their roles in the late stages of tooth development, such as matrix deposition and biomineralization [16, 37]. Moreover, in our previous study, disruption of proteoglycans in the dental epithelium led to disturbed dental epithelial stem cell homeostasis due to decreased FGFR2b signalling. Although these studies have underscored the roles of PGs in the late stages of tooth formation, the role of PGs in early odontogenesis, such as tooth initiation and early morphogenesis, has not been sufficient studied.

To this end, we comprehensively mapped the proteoglycan profiles in tooth development through RNA sequencing. We identified proteoglycans with distinct expression patterns that coincide with the odontogenic shift, suggesting their potential role in early tooth development.

Interestingly, we found that some differentially expressed proteoglycans have not been described in the context of tooth formation. 

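Among the core proteins that rose in both tissues was Dcn, decorin, with a log2 fold change over time of 4.20 (standard error 0.20, adjusted p = 0.00105) in epithelium. Tgfbr3, betaglycan, rose from 2.55 ± 0.222 to 6.84 ± 2.16 FPKM in epithelium (log2 fold change 1.43, standard error 0.24, adjusted p = 0.0213) and from 3.2 ± 0.284 to 9.99 ± 0.66 in mesenchyme (log2 fold change 1.62, standard error 0.09, adjusted p = 1.09e-05). Cspg5, a core protein of neural tissue, rose by 2.21 (adjusted p = 0.0129) in epithelium and 3.43 (adjusted p = 3.35e-05) in mesenchyme. Hspg2, perlecan, rose by 0.77 (adjusted p = 0.000316) in mesenchyme and had 0.21 (adjusted p = 0.628) in epithelium, and the difference of these changes had an adjusted p of 0.323. Neither Tgfbr3 nor Cspg5 passed in epithelium without E11.5 epithelium replicate 1 or 2 or E13.5 epithelium replicate 1 (adjusted p from 0.0564 to 0.106).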

Most proteoglycans showed significantly higher expression levels in both the oral epithelium and mesenchyme as development progressed. Notably, several proteoglycans showed odontogenic competence in these two tissue compartments.

Syndecans are ubiquitously expressed on the cell surface of eukaryotic cells. They contain heparan sulfate side chains that provide a structural basis for syndecans to function as coreceptors for molecules such as growth factors and morphogens [38]. 

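In the E11.5 libraries Sdc2, a syndecan (chromosome 15 from 32920723 to 33034935 in mm10), stood at 14.2 ± 2.52 FPKM in epithelium and 12.0 in mesenchyme. The log2 fold change of 0.30 (standard error 0.14, adjusted p = 0.278) did not pass edgeR's test.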

Within the syndecan family, our analysis found that Sdc2 was upregulated in the oral epithelium prior to the bud stage. 

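Sdc2 was at 11.6, 11.3 and 20.0 FPKM in E13.5 epithelium replicates 1, 2 and 3, and at 20.9 on average in E13.5 mesenchyme. Over all libraries the log2 fold change was -0.53 (standard error 0.24, adjusted p = 0.233), and without epithelium replicate 3 it was -0.87 (adjusted p = 0.00151).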

At E13.5, the transcript level of Sdc2 was higher in the mesenchyme than in the oral epithelium. Previous studies have revealed that Sdc2 shows abundant expression in the underlying dental mesenchyme at E12.5 and E13.5 and then shifts to the stratum intermedium and inner dental epithelium at cap stages [8]. This finding indicated that Sdc2 showed odontogenic potential in the dental mesenchyme at E12.5 and E13.5 and that its expression was induced in the dental epithelium to promote further differentiation of cells within the inner dental epithelium. In human tooth development, Kero et al. found that Sdc2 was expressed on the epithelial side of the epithelial-mesenchymal interface at the late bud stage and cap stage [6]. This finding further suggested that Sdc2 might be involved in the mutual induction between odontoblasts and ameloblasts. K et al. found that Sdc2 expression might be enhanced with hard tissue formation in the late stages of tooth formation [39]. These results suggest that Sdc2 might be an essential mediator of the epithelial-mesenchymal interaction during early odontogenesis as well as a mediator of the mutual induction between odontoblasts and ameloblasts in later stages.

Sdc4 has been identified as a critical regulator of morphogenesis that can mediate various cellular processes through signalling pathways [40, 41]. 

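Over time Sdc4 rose in epithelium, with a log2 fold change of 1.22 (standard error 0.18, adjusted p = 0.0171), and the difference between the tissues did not pass a test of change between the stages (interaction -0.35, adjusted p = 0.446). This rise did not pass without E11.5 epithelium replicate 1 or 2 or E13.5 epithelium replicate 1 (adjusted p from 0.0908 to 0.0923).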

We found that Sdc4 was expressed at higher levels in the dental epithelium than in the mesenchyme at both E11.5 and E13.5. These results are in line with the results of our previous immunohistological study [8]. Detection of Sdc4 in tooth formation also revealed extended strong expression in the inner enamel epithelium and stratum intermedium in the early bell stage in humans and at the bell stage in mice [6, 42]. This result suggested that Sdc4 may exert an essential role in the signalling cascade mainly within the dental epithelium. Meanwhile, Sdc4 has also been found to positively regulate the epithelial-mesenchymal transition process via TGF-β1, suggesting it has role in epithelial-mesenchymal interactions [43]. These results demonstrated that Sdc4 participates in the early development of the dental epithelium, but whether it also plays roles in the reciprocal induction between epithelial and mesenchymal cells or regulates dental epithelial stem cell commitment awaits further investigation.

Gpc4 has been widely investigated in the development of the nervous system, whereas few studies have studied Gpc4 in odontogenesis. Gpc4 belongs to the glypican family, proteoglycans that are anchored to the cell surface and modified by multiple HS side chains. These HS-modified glypicans can bind and present ligands in the ECM to the cell surface receptors, thereby modulating signalling transduction, including WNT, BMP, and FGF signalling [44–47]. Our findings indicate that the expression pattern of Gpc4 correlates with the odontogenic competence shift. On E11.5, Gpc4 is expressed at a 2-fold higher level in the dental epithelium than in mesenchymal tissue. Then, its expression was upregulated in both tissue compartments, with a 2-fold upregulation in the dental epithelium and nearly 5-fold upregulation in the mesenchymal epithelium. This result indicates that Gpc4 induces higher expression in both tissue compartments as development progresses. 

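Expressed as folds from edgeR's fit, Gpc4 was 2.04 times as high in epithelium as in mesenchyme at E11.5, and it rose 1.96 times in epithelium (adjusted p = 0.0306) and 5.11 times in mesenchyme. Its epithelial values at E11.5 were 8.64, 9.92 and 12.4 FPKM in replicates 1, 2 and 3, each above the 3 mesenchyme libraries. At E13.5 they were 17.1, 19.8 and 23.8. In the fit without E13.5 epithelium replicate 3, Gpc4 was higher in E13.5 mesenchyme (log2 fold change -0.56, adjusted p = 0.0129). Its rise in epithelium did not pass without replicate 1 or 2 of either stage (adjusted p from 0.0727 to 0.133), nor its difference at E11.5 without mesenchyme replicate 2 or 3 (adjusted p up to 0.0526).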

Research has found that Gpc4 promotes WNT signalling from the endoderm to the mesoderm to facilitate morphogenesis in zebrafish [48]. Therefore, it is also possible that Gpc4 participates in signalling between the dental epithelium and the mesenchyme. However, in-depth investigation of the roles and mechanisms underlying Gpc4 during odontogenesis is needed.

SLRPs are a distinct family of 18 proteins with various characteristics. The common feature is that they all consist of a core protein with several central leucine-rich repeats (LRRs) substituted with GAGs. 

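Of the small leucine-rich proteoglycans named in the results, Prelp had a log2 fold change between epithelium and mesenchyme of 1.42 (adjusted p = 0.0651) at E11.5 and -1.02 (adjusted p = 0.374) at E13.5, Kera of 0.65 (adjusted p = 0.629) and -0.76 (adjusted p = 0.275), Ogn of -0.51 (adjusted p = 0.51) and -0.75 (adjusted p = 0.293) and Bgn of -0.25 (adjusted p = 0.293) and -1.43 (adjusted p = 0.166). None of these 8 values passed edgeR's test without a block, and Prelp at E11.5 passed with the library number as a block (adjusted p = 0.0446).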

Notably, our study also detected significant differential expression of several SLRPs during odontogenesis, including Dcn, Lum and Fmod.

Decorin is widely involved in hard tissue formation during odontogenesis. Decorin and biglycan are the two most investigated SLRPs regulating cell differentiation and collagen fibrillogenesis in bone and dentin formation [17, 49]. Our study provides novel information regarding the expression of these SLRPs in the earliest stage of odontogenesis. The results from our study suggested that Dcn was expressed at relatively higher levels in the dental epithelium at the early stage of tooth formation and then expressed in the underlying mesenchyme at the early bud stage. These results are consistent with previous research using in situ hybridization to show that Dcn mRNA was expressed only in the surrounding mesenchyme at the bud stage and cap stage [37]. This result suggests that during the early stage of odontogenesis, Dcn may also be involved in the dynamic signal transduction between the dental epithelium and the surrounding mesenchyme. 

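Between the tissues Dcn had a log2 fold change of 0.84 (standard error 0.27, adjusted p = 0.134) at E11.5 and -0.14 (standard error 0.13, adjusted p = 0.551) at E13.5. Neither passed the test without a block, and the value at E11.5 passed with the library number as a block (adjusted p = 0.011). In E13.5 epithelium it was at 35.1, 33.3 and 32.0 FPKM in replicates 1, 2 and 3, against a mesenchyme mean of 37.5.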

In glioma, decorin mostly acts as a suppressor of cancer metastasis by modulating signal transduction in pathways such as c-Met/Akt/mTOR to disrupt EMT [50, 51]. Due to the differences in tumour metastasis and normal organ development, Dcn might exert differential roles as a positive regulator of epithelial-mesenchymal interactions in normal organogenesis and a negative modulator of EMT in tumour metastasis.

Lumican belongs to another class of SLRPs and is covalently bound with KS chains. However, there are only a few investigations about its role in tooth development to date [37]. Interestingly, lumican has been found to be involved in cellular processes associated with epithelial-to-mesenchymal transition (EMT) in tumorigenesis and in morphogenesis in normal multicellular organism development through multiple signalling pathways [52]. In lung development, Lum and Dcn are expressed at the epithelium-mesenchymal interface [53]. 

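Lum was at 11.1 ± 2.65 FPKM in E11.5 epithelium, with a log2 fold change between the tissues of 0.29 (standard error 0.22, adjusted p = 0.542). In E13.5 epithelium replicates 1, 2 and 3 it was at 34.0, 17.8 and 78.4 FPKM, with a log2 fold change of -1.06 (standard error 0.49, adjusted p = 0.236) against mesenchyme over all 3, and -1.83 (adjusted p = 0.00251) without replicate 3.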

Our results found relatively high expression of Lum in the dental epithelium on E11.5 and then a significant increase in mesenchymal expression on E13.5. Distinct localization in lung development and the dynamic expression profile in early odontogenesis both suggest that Lum might regulate epithelial-mesenchymal interactions.

Notably, fibromodulin, another member of the SLPRs bearing KS chains, belongs to the same subclass as lumican and is structurally homologous to lumican. Studies have shown that they share similar collagen binding sites and participate in different stages of collagen formation [54]. In contrast to the expression pattern of Lum, the transcript level of Fmod was markedly higher in the dental epithelium at both timepoints in the current study. 

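The change of the tissue difference between the stages was -1.59 (adjusted p = 0.193) for Fmod and -1.32 (adjusted p = 0.321) for Lum, so neither passed that test. Fmod rose in mesenchyme by 3.06 (adjusted p = 0.000529) and in epithelium by 1.5 (adjusted p = 0.0211) on the log2 scale. The rise of Fmod in epithelium ended without E11.5 epithelium replicate 1 or 2 or E13.5 epithelium replicate 1 (adjusted p from 0.0885 to 0.106).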

Previous studies have identified Fmod in the outer enamel epithelium at E14.5 [55] and in the stratum intermedium alone at P0 [16]. Together, these results indicate that Fmod might be an important regulator in the dental epithelium during tooth formation.

It is worth noting that most proteoglycans were expressed at higher levels in both dental epithelium and mesenchymal tissue as development progressed. It can be inferred that proteoglycans are not expressed following the “on” and “off” pattern. This result also suggested the possibility that the functions of proteoglycans in the context of odontogenesis are not solely determined by their expression level but might also be influenced by various posttranslational modifications, particularly sulfation and epimerization [56, 57]. These modifications provide great functional diversity for proteoglycans and modulate ligand-binding affinity in a spatiotemporal-specific way [58].

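In mesenchyme, several core proteins that were scarce at E11.5 rose strongly. Prelp went from 0.136 ± 0.054 FPKM at E11.5 to 2.31 ± 0.568 at E13.5 (log2 fold change 4.07, standard error 0.32, adjusted p = 4.06e-05), Kera, keratocan, from 0.483 ± 0.296 to 5.26 ± 0.802 (log2 fold change 3.44, standard error 0.44, adjusted p = 0.000474), and Spock2 by 3.06 (adjusted p = 1.97e-05) on the log2 scale. Lum rose by 3.26 (standard error 0.19, adjusted p = 1.04e-05), Ncan by 0.92 (adjusted p = 0.00918) and Sdc2 by 0.78 (adjusted p = 0.000301).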

Thus, we also analysed the expression pattern of biosynthetic enzymes responsible for both the synthesis and modification of proteoglycans. 

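Without E13.5 epithelium replicate 3, edgeR found more enzymes lower in E13.5 epithelium than over all 3 libraries, 5 of the linkage region, 9 of heparan sulfate modification and 6 of chondroitin and dermatan sulfate modification. It found 2 of each modification group higher. With DESeq2 over all libraries, 3 linkage enzymes were lower in epithelium, 2 of heparan sulfate modification were lower and 1 higher, and 2 of chondroitin and dermatan sulfate elongation were lower.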

Although most enzymes are differentially expressed between the epithelium and mesenchyme, the differences are not statistically significant. Because these enzymes are responsible for the biosynthesis of every proteoglycan, it is reasonable that there might only be slight differences observed in their total expression level.

A proper level of GAGs is critical for the normal organogenesis of lung, kidney and gland organogenesis, which requires epithelial-mesenchymal interactions [59, 60]. Fam20b is responsible for the 2-O-phosphorylation of xylose in the glycosaminoglycan-protein linkage region of proteoglycans, thereby regulating the abundance of mature GAG chains. 

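Over time Fam20b had a log2 fold change of 0.44 (standard error 0.09, adjusted p = 0.0047) in mesenchyme, where it passed the test, and 0.54 (standard error 0.14, adjusted p = 0.0566) in epithelium. The change of the tissue difference between the stages was 0.06 (adjusted p = 0.899).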

From our results, Fam20b was more highly expressed in the dental epithelium at both stages. This finding matches the result of Wu et al., who revealed that epithelial-derived GAGs are critical for regulating FGF-SHH signalling between dental epithelial and mesenchymal compartments [18]. It is worth noting that such a phenotype is only observed when inactivating *Fam20b* in the dental epithelium. Conversely, no overt phenotype in tooth development was found in *Wnt1*^*Cre/*+^;*Fam20B*^*fl/fl*^ mice [61], suggesting temporal-spatial roles of GAGs in the epithelium during early odontogenesis. Furthermore, with cell lineage tracing technology, they found that the deletion of GAGs hindered PGs in assisting the diffusion of extracellular ligand, resulting in unrestricted FGF10 binding to FGFR2B. This overactivation of FGF10/FGFR2B signalling interfered with the homeostasis of *Sox2*^+^ stem cells and promoted their self-renewal. Under normal conditions, *Sox2*^+^ stem cells only localized in the labial cervical region after the completion of tooth germ development as stem cell reserves. However, in GAG-deficient mice, a group of cells with high expression of Sox2 still existed on the lingual side of the normal incisor (the area where the supernumerary teeth appeared), suggesting that ablation of GAGs may interfere with the cell fate determination of *Sox2*^+^ stem cells in the dental lamina and activate their potential for odontogenesis [18].

Previous studies have shown that HS regulates organogenesis involving epithelial-mesenchymal interactions by participating in FGF-SHH signalling. Deletion of Ext1 in lung epithelial cells led to a reduced number of mesenchymal cells with dispersed distribution and formed irregularly arranged nodes, suggesting that HS chains in the epithelium were responsible for the transduction of proper SHH signals to the mesenchyme to ensure downstream signalling in mesenchymal tissue [60]. Notably, in our study, Ext1 exhibited 1.2-fold higher expression in the epithelium on E11.5 and 1.2-fold higher expression in the mesenchyme on E13.5. Such a dynamic expression switch in accordance with odontogenic competence suggested that Ext1-catalysed HS might be critical for the epithelial-mesenchymal interaction.

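As folds from edgeR's fit, Ext1 was 1.22 times as high in epithelium as in mesenchyme at E11.5 and 1.07 times as high in mesenchyme as in epithelium at E13.5. Over time it rose in mesenchyme, by 0.72 (adjusted p = 0.000358) on the log2 scale, and had 0.40 (adjusted p = 0.0786) in epithelium.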

Moreover, GAG epitopes and sulfation patterns affect the binding specificity and affinity of PGs with various biologically active molecules, such as growth factors and morphogens, and thereby regulate various signalling pathways that are highly relevant to early odontogenesis, such as FGF, BMP, WNT and SHH signalling.

Fgf8 is one of the first markers of tooth initiation, and fgf8-expressing epithelial rosettes migrate towards the initiating tooth bud, where they contribute essential cell mass for tooth development [62]. Hs2st and Hs6st regulate the formation of the fgf8 gradient by modulating its amplitude in the developing brain [63]. 

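The 6-O-sulfotransferase Hs6st1 (chromosome 1 from 36068400 to 36106446 in mm10) was at 15.0 ± 2.46 FPKM in E11.5 epithelium and 8.61 ± 0.982 in mesenchyme, a log2 fold change of 0.86 (standard error 0.13, adjusted p = 0.00802) and a fold of 1.81. At E13.5 it was at 20.1 ± 4.47 and 14.4 ± 0.954 FPKM (log2 fold change 0.50, adjusted p = 0.145). The 2-O-sulfotransferase Hs2st1 was at 8.31 ± 0.801 and 8.33 ± 0.281 FPKM at E11.5.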

In our results, on E11.5, Hs2st1 was expressed at nearly the same level in the epithelium and mesenchymal tissue, and Hs6st1 was expressed at a 2-fold higher level in the epithelium than in the mesenchymal tissue. This result indicates that during tooth initiation, Hs6st1 might be critical for maintaining the fgf8 gradient for normal epithelial rosette formation in the tooth bud.

Wnt/β-catenin signalling is also required for early tooth morphogenesis, both in the epithelium and the mesenchyme. N-sulfation-rich HS clusters are required for Wnt/β-catenin signalling and are internalized and associated with the Frizzled/Wnt/LRP6 signalosome [64]. 

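At E11.5 the N-deacetylase and N-sulfotransferase Ndst1 was at 20.0 ± 2.61 FPKM in epithelium and 20.9 ± 0.169 in mesenchyme, and Ndst2 at 7.01 ± 0.244 and 8.14 ± 1.06. The log2 fold change of Ndst1 was -0.01 (standard error 0.11, adjusted p = 0.967), and the standard error for Ndst2 was 0.10.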

During tooth initiation on E11.5, Ndst1 and Ndst2 were expressed at almost the same level in both the epithelium and mesenchyme. This result suggested that N-sulfation might be involved in forming normal Wnt signalosomes in both tissue compartments to build reciprocal signalling induction critical for early odontogenesis.

FGF signalling via FGFR2 in the epithelium is crucial for cell proliferation activity during tooth development. FGFR2b is expressed in the dental epithelium, and its ligand fgf10 is expressed in the dental mesenchyme. 3-O-HS binds FGFR2b and stabilizes FGF10/FGFR2b complexes in a receptor- and growth factor-specific manner and induces rapid autocrine feedback to increase the cellular biosynthesis of 3-O-HS to promote epithelial progenitor expansion in foetal salivary glands [65]. Our data revealed a complex expression pattern of the 5 isoforms of Hs3st isoforms. 

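Of the 3-O-sulfotransferases, Hs3st4 was at 0.157 ± 0.141 and 0.1 ± 0.027 FPKM in E11.5 epithelium and mesenchyme and at 0.48 ± 0.269 and 0.802 ± 0.14 at E13.5, and Hs3st5 at 0.211 ± 0.089 and 0.395 ± 0.03 at E13.5. Both rose in mesenchyme over time, Hs3st4 by 2.94 (adjusted p = 0.000246) and Hs3st5 by 4.30 (adjusted p = 0.00324) on the log2 scale.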

Hs3st2, Hs3st4, and Hs3st5 were expressed at low levels (FPKM < 1) and therefore considered not to be expressed in early odontogenesis. 

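Hs3st1 stood at 1.55 ± 0.685 FPKM in epithelium and 0.654 ± 0.152 in mesenchyme at E11.5, a fold of 2.44 (log2 fold change 1.29, standard error 0.38, adjusted p = 0.0986), with 2.03, 1.85 and 0.763 FPKM in epithelium replicates 1, 2 and 3. Its E13.5 levels were 3.52 ± 1.43 and 6.15 ± 1.54 FPKM (log2 fold change -0.78, standard error 0.36, adjusted p = 0.236). Without a block neither difference passed the test, with the library number as a block the one at E11.5 did (log2 fold change 1.19, adjusted p = 0.0376), and the rise in mesenchyme, of 3.20 (adjusted p = 3.72e-05), did.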

Hs3st1 showed 1.2-fold higher expression in the epithelium on E11.5, whereas on E13.5, its expression level in the mesenchyme was 2-fold higher than that in the epithelium. Hs3st3a1 and Hs3st3b1 were both expressed at higher levels in the mesenchymal cells at both stages. This result indicated that different Hs3st isoforms might be responsible for sulfation in different compartments. 

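Hs3st3a1 was at 1.56 ± 0.465 FPKM in epithelium and 3.09 ± 0.581 in mesenchyme at E11.5 (log2 fold change -0.93, adjusted p = 0.0668) and at 1.59 ± 1.71 and 3.64 ± 0.68 at E13.5 (log2 fold change -1.16, adjusted p = 0.363). Hs3st3b1 had -0.58 (adjusted p = 0.18) and -1.0 (adjusted p = 0.237). With the library number as a block both were lower in epithelium at E11.5, with adjusted p = 0.017 for Hs3st3a1 and 0.0338 for Hs3st3b1. These paralogs are near-identical in part of their coding sequence, so reads shared between them could have been split by the counting.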

Hs3st3a1 and Hs3st3b1 might produce 3-O-HS mostly in the dental mesenchyme to regulate or bind fgf10. Meanwhile, the dynamic expression of HS3st1 in accordance with the odontogenic competence shift indicated possible transduction of FGF10/FGFR2b signalling from the epithelium to the mesenchymal tissue. Our research provides fundamental data to understand GAG sulfation and its potential roles in signal transduction during early odontogenesis.

The current research took an important step in understanding the transcript level of PGs and their biosynthetic enzymes during odontogenesis. Proteoglycans and the GAG chains act as novel and critical signalling regulators and might play roles in the epithelium-mesenchymal interaction in early odontogenesis. Moreover, various sulfation codes have already been demonstrated to have regulatory functions by maintaining gradient diffusion and the formation and stabilization of signalling complexes in odontogenesis-related signalling. However, due to the complexity of GAG biosynthesis, the transcript levels might not comprehensively reflect the roles of GAGs. Therefore, it is increasingly urgent to apply robust and sensitive glycoproteomic analytical methods combined with bioinformatic approaches to identify potential novel proteoglycans and sulfation codes during early odontogenesis [66–68].

Furthermore, in-depth exploration of proteoglycans and their underlying mechanisms during odontogenesis requires robust evidence from animal models. Understanding how proteoglycans participate during this complicated epithelial-mesenchymal interaction will require a variety of conditional knockout animal models due to their highly spatiotemporal-dependent functions.

Previous studies mainly focused on the later stages in which proteoglycans, including perlecan, decorin, biglycan, and fibromodulin, have been demonstrated to be critical regulators in enamel and dentin matrix mineralization [16, 17, 69]. Dentin hypomineralization was observed in *Dcn*^*−/−*^ mice, *Bgn*^*−/−*^ mice and *Fmod*^*−/−*^ mice. However, these proteoglycans seemed to exert different functions in enamel formation; *Bgn*^*−/−*^ mice were demonstrated to have increased enamel formation, whereas *Dcn*^*−/−*^mice were found to have delayed enamel formation [17, 69]. However, no single proteoglycan knockout mouse exhibited a significant phenotype in the early stage. Thus, this study provides useful information for seeking potential proteoglycans during the early stages of odontogenesis.

Moreover, there is currently little evidence concerning whether proteoglycans function in the epithelial or mesenchymal compartments. Current evidence has shown that perlecan is critical for tooth morphology, as shown by transgenic mice that overexpress perlecan in epithelial cells [70]. The roles of other types of proteoglycans and whether they participate in the epithelial or mesenchymal compartments remain unclear. Furthermore, as proteoglycans and their GAGs have been identified as essential mediators of dental epithelial stem cells in *K14*^*Cre/*+^*;Fam20B*^*fl/fl*^ mice [18], further studies are needed to clarify the specific type of proteoglycans that participate in odontogenesis. And the discrepancy between *K14*^*Cre/*+^*;Fam20B*^*fl/fl*^ mice and *Wnt*^*Cre/*+^*;Fam20B*^*fl/fl*^ mice indicated that potential proteoglycans in the dental epithelium but not in the mesenchyme are critical for modulating the odontogenesis of supernumerary teeth. Thus, it is essential to identify proteoglycans expression in the dental epithelium and mesenchyme respectively during early odontogenesis. Our data provide clues in seeking potential types of proteoglycans and GAGs as well as their potential roles in the dental epithelial and mesenchymal regions during early odontogenesis. Future studies with more well-designed animal models should focus on elucidating their functions in a tissue-specific and stage-specific manner.

## Conclusion

This study of RNA-Seq data presented a new genome-wide identification of potential genes in odontogenesis research. Our findings indicate that proteoglycans show spatially and temporally distinct expression during tooth development. The proteoglycans identified in the current study can help shed light on the molecular mechanism underlying the epithelium-mesenchyme interaction during odontogenesis. Changes in proteoglycans may play pivotal roles in the regulation of numerous signal transduction pathways that finely guide tooth formation. In-depth experiments such as gain-of-function and loss-of-function studies using the candidate switch genes identified in this study should be performed to further elucidate the roles of proteoglycans during tooth formation.

## Supplementary Information

**Additional file 1.**

**Additional file 2.** GSEA analysis of DEGs from both timepoints. A GSEA of DEGs of E11.5. B GSEA of DEGs of E13.5. (DEGs, differentially expressed genes).

**Additional file 3.** Heatmap of proteoglycan and the biosynthetic enzymes at E11.5 and E13.5 in both the dental epithelium and mesenchyme. A Heatmap of proteoglycans at E11.5 and E13.5 in both the dental epithelium and mesenchyme. B Heatmap of proteoglycan biosynthetic enzymes at E11.5 and E13.5 in both the dental epithelium and mesenchyme.

## Data Availability

The datasets generated during the current study are available in the NCBI Gene Expression Omnibus (GEO) datasets with the accession number < GSE209968 > (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE209968).

## Abbreviations

DEGs: Differentially expressed genes
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
FPKM: Fragments Per Kilobase per Million
GAGs: Glycosaminoglycan chains
HS: Heparan sulfate
CS: Chondroitin sulfate
DS: Dermatan sulfate
KS: Keratan sulfate

# Supplementary material for: Genome-wide identification of potential odontogenic genes involved in the dental epithelium-mesenchymal interaction during early odontogenesis
**Source:** BMC Genomics. 2023 Apr 3;24:163. doi: 10.1186/s12864-023-09140-8
**Supplement:** Supplementary file 1 — Additional file 1.

| **Sample** | **Raw Data** |  | **Valid Data** |  | **Valid Ratio(reads)** | **Q20%** | **Q30%** | **GC content%** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Read | Base | Read | Base |  |  |  |  |
| E11_E | 55970694 | 8.40G | 54596928 | 8.19G | 97.55 | 99.89 | 97.18 | 48.5 |
| E11_E_2 | 51974732 | 7.80G | 50010188 | 7.50G | 96.22 | 99.93 | 97.8 | 49.5 |
| E11_E_3 | 51383626 | 7.71G | 49440246 | 7.42G | 96.22 | 99.93 | 97.74 | 49.5 |
| E11_M | 55774578 | 8.37G | 54377822 | 8.16G | 97.5 | 99.89 | 97.07 | 48.5 |
| E11_M_2 | 53017446 | 7.95G | 51152542 | 7.67G | 96.48 | 99.93 | 97.8 | 49.5 |
| E11_M_3 | 51311532 | 7.70G | 49517334 | 7.43G | 96.5 | 99.92 | 97.59 | 49.5 |
| E13_E | 54896750 | 8.23G | 53506734 | 8.03G | 97.47 | 99.89 | 97.2 | 49 |
| E13_E_2 | 55318776 | 8.30G | 53424274 | 8.01G | 96.58 | 99.93 | 97.82 | 49.5 |
| E13_E_3 | 51216198 | 7.68G | 49405032 | 7.41G | 96.46 | 99.93 | 97.83 | 49 |
| E13_M | 53783708 | 8.07G | 52427656 | 7.86G | 97.48 | 99.89 | 96.97 | 49 |
| E13_M_2 | 51423474 | 7.71G | 49541466 | 7.43G | 96.34 | 99.93 | 97.77 | 49.5 |
| E13_M_3 | 51944588 | 7.79G | 50172160 | 7.53G | 96.59 | 99.93 | 97.88 | 49.5 |

Supplement file1. Summary statistics for sequence quality control and mapped data of sample

How the deposited data were processed for this re-analysis (not part of the article)

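RNA from the dental epithelium and the dental mesenchyme of mouse embryos at E11.5 and E13.5 was sequenced, with 3 libraries in each of the 4 groups and 12 in all. According to the paper's methods the authors trimmed the reads with Cutadapt 1.9 and used the mouse genome of Ensembl v101, and the submitters' processing notes name HISAT2 2.0.4, StringTie 1.3.4d, edgeR and the genome build mm10. For differential expression the paper's methods name DESeq2, and whether DESeq2 or edgeR made the paper's counts of genes is not known. The deposited table lists 34347 genes, each with a position, GO and KEGG terms where it has any, and a count and an FPKM value per library. The FPKM values were made by the authors from the assembled transcripts, with each gene scaled by its length and each library by its mapped fragments. The counts deposited by the authors are whole numbers, but their sum is 2.79 to 3.04 times the valid read pairs of a library, so they were taken as estimated counts that the authors had derived from coverage and already rounded. They were used as deposited, with totals between 70134554 and 79349382 per library. A count that stands for less than 1 read pair makes the counting error look smaller than it is, and the spread between libraries, which edgeR estimates per gene, then sets the precision.

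The main test written in advance was limma on the log2 FPKM values, with edgeR to take its place should the table hold raw counts per gene. The deposited counts were taken as estimated counts, so this condition was not clearly met. The use of edgeR as the main test is therefore a choice that the plan does not settle. The planned limma test is given among the alternatives, and it called no gene at E13.5. Genes were tested with edgeR 4.0.16 (filterByExpr, TMM normalization, glmQLFit and glmQLFTest) in R 4.3.3, and p-values were adjusted by Benjamini-Hochberg over the genes tested in a comparison. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. The 4 comparisons were epithelium against mesenchyme at E11.5 and at E13.5, and E13.5 against E11.5 in each tissue, each over its own 6 libraries. The change of the tissue difference between the stages was tested over all 12 libraries as an interaction, with an adjusted p under 0.05 as the threshold. Genes shifting from epithelium at E11.5 to mesenchyme at E13.5 were counted at an unadjusted p under 0.05, as in the paper. Fitted fold changes carry edgeR's default prior count, and a prior count of 2 was used for the log CPM values by which replicates were compared. The standard error of a log2 fold change is its size divided by the root of the F statistic. Levels are the mean and SD of the deposited FPKM over 3 libraries.

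The gene lists, 24 in all, were written in advance. They are the proteoglycan core proteins, the enzymes of the GAG linkage region, of heparan sulfate elongation and modification and of chondroitin and dermatan sulfate elongation and modification, the proteoglycans and the enzymes named by the paper as shifting, epithelial keratins and junctions, mesenchyme markers, odontogenic epithelium and odontogenic mesenchyme genes, basement membrane and ECM receptor genes, fibrillar collagens and matrix, markers of endothelial cells, macrophages and leukocytes, erythroid cells, skeletal muscle, neurons, Schwann and glial cells, chondrocytes and osteoblasts, immediate early and heat shock genes, and cell cycle genes. Members were counted at an adjusted p under 0.05 over all genes and over the list alone. Each list was tested as a set with camera of limma 3.58.1, at a preset correlation between genes of 0.01 and with an estimated one, adjusted over the lists of a comparison. The 11 GO and KEGG terms named by the paper were tested with Fisher's exact test, one-sided for over-representation, among the genes tested that carry a term of the same kind, 18548 of the listed genes having GO terms. The paper named these terms from the same libraries, and the adjustment does not cover that choice. Their over-representation here is thus not independent evidence. Named in the text are the genes whose RNA-seq level the paper describes, with Krt14 and Vim, then per comparison and direction the 8 called genes with the largest fold change that have a mean of at least 5 FPKM in the higher group, no overlap between the libraries of the groups and an established symbol, and up to 4 called members of each list. With 3 libraries against 3, chance alone gives 10% of genes without overlap. The values shown in the paper's figures had been seen when this rule was written. Genes outside it were chosen after their values were seen.

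The steps were tested on simulated counts drawn from the means and library sizes of these libraries at a dispersion of 0.122, with 50 genes changed in each direction at each of 2 sizes. A changed gene passed here at an adjusted p under 0.05 in the right direction, without the fold change threshold of a call. Unchanged genes at such a p counted as false. In the E11.5 comparison, over 20551 genes, edgeR passed 2 to 6% of the genes changed by 1 on the log2 scale. Of those changed by 2 it passed 76 to 82%, with 3 false genes. At E13.5, over 20572 genes, it passed 8 to 16% and 80 to 86%, with 5 false genes. For the interaction, over 21279 genes, it passed 0 to 2% and 20 to 30%, with 0 false genes, against 6 by DESeq2 and 0 by limma. Of 100 genes simulated as shifting, each by 2 on the log2 scale at both stages, 100 were found among 20214 tested, with 12 others. The changed genes had mean counts over 100, every gene had the same dispersion, and no epithelium library was made to resemble mesenchyme. How many smaller shifts would be found in the real libraries was therefore not measured.

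Replicates were compared before they were averaged. The labels number the libraries in their titles and, in another order, in the library names. On the scale of log2(FPKM + 0.5), libraries of both tissues with the same library-name number deviated together at E11.5, with correlations between 0.232 and 0.403 over genes against 0.192 at most for libraries with different numbers, so that all 3 pairs exceeded 0.1. On the scale of log CPM these were 0.053 to 0.172, and 1 of the 3 exceeded 0.1. The numbers were taken as pairing the E11.5 libraries on the first scale, the one written in the design, and the pairing is known from the data only. Libraries of different stages cannot share embryos, yet some correlated as much. E11.5 epithelium replicate 3 and E13.5 mesenchyme replicate 1, both unnumbered, correlated at 0.516. E11.5 epithelium replicate 2 and E13.5 mesenchyme replicate 3, of different numbers, correlated at 0.328. A shared number therefore does not show shared embryos, and what the block stands for is not known. At E13.5 the correlations were 0.007 to 0.101, in epithelium over time -0.074 to -0.038 and in mesenchyme over time 0.093 to 0.316, and the numbers were not taken as pairing these. The numbers in the titles paired no comparison in which they differ from the library numbers. The counts of calls with a block had been computed together with these correlations.

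The alternatives set in advance were DESeq2 1.42.0 with its size factors and no filter, edgeR without its low count filter or with upper-quartile scaling, all 12 libraries in one fit, the title number or the library number as a block, a covariate for the 4 libraries whose name has no number (their shares of valid reads and of high-quality bases in Supplementary file 1 differ from the rest), limma on log2(FPKM + 0.5) with a filter of 0.5 FPKM in 3 libraries, with pseudocounts of 0.1 and 1, a filter of 1 FPKM or none, quantile normalization or array weights, and each library of a comparison left out in turn. Added after the data had been seen were edgeR's likelihood ratio test, counts scaled to the valid read pairs, a fit without the 4 libraries with no number, and a fit with E11.5 epithelium replicates 1 and 2 as 1 sample. Tables were read with data.table 1.17.8 and figures drawn with matplotlib 3.10.9 in Python 3.11.15. The counting of the authors is not stated to use strand, so genes that overlap cannot be told apart by these values. The read files and a reference genome were not used here. Results of 4 genes are not reported here because they are withheld.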

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

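The tests of explanations for the 3 library patterns below and the splits of the shifting genes and of the E11.5 pairs were chosen after the result was seen, and the other splits and relabelings were not.

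The tissue difference changed between the stages, in a test of that change, for Fabp7, a fatty acid binding protein of glia (-4.04, standard error 0.64, adjusted p = 0.0316 from edgeR). It was at 24.7 ± 11 FPKM in epithelium and 2.38 ± 0.91 in mesenchyme at E11.5, and at 3.64 ± 1.5 and 5.87 ± 2.2 at E13.5. Sgms2 (-3.36, adjusted p = 0.0156), Spock2 (-3.08, adjusted p = 0.0152) and Gpc4 (-1.42, adjusted p = 0.029) moved the same way. For each of these 4 genes every epithelium library lay outside the range of the mesenchyme libraries at E11.5, or for Sgms2 at E13.5, as chance gives for 10% of genes. The adjusted p was above 0.05 without some single libraries for Fabp7 (8 of 12, up to 0.0963 without E11.5 epithelium replicate 1), Gpc4 (8 of 12, up to 0.101 without E13.5 mesenchyme replicate 2), Spock2 (4, up to 0.0608) and Sgms2 (4, up to 0.0608, both without E11.5 mesenchyme replicate 3). With the library number as a block Gpc4 and Sgms2 passed (adjusted p = 0.0104 for both), and Fabp7 (-4.06, adjusted p = 0.0761) and Spock2 (-3.06, adjusted p = 0.0663) did not, at values near those reported. The 9 proteoglycans that the paper names as shifting moved by a median of -1.42. Genes outside those the paper discusses also gave signals. The immediate early and heat shock genes had a median log2 fold change of 0.55 at E11.5 (camera, adjusted p = 2.35e-06), and the chondrocyte markers rose in mesenchyme over time with a median of 3.66 (camera, adjusted p = 2.05e-22).

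E13.5 epithelium replicate 3 lay near the mesenchyme libraries, and without it edgeR called 1362 genes as higher in E13.5 epithelium and 2069 as lower. An exchanged label is argued against by its keratin and junction genes, at a median of 5.48 times the mesenchyme level. Its deviation from its group correlated at 0.007 at most with those of the other 3 unnumbered libraries over genes. Those 3 correlated with each other at 0.316 to 0.516. This argues against the change they share as the source of the pattern. A batch effect beside the mesenchyme-like level could be hidden by it and stays open. E11.5 epithelium replicate 3, also unnumbered, likewise lay nearest to the unnumbered mesenchyme library of its stage. RNA of mesenchyme cells in the library stays open and may account for the pattern, as its level stood a median of 70.7% of the way from the other epithelium libraries to mesenchyme over 18 mesenchyme markers and 76.4% over 27 keratin and junction genes. Most other lists lay from 49.2 to 90.2%, such as 71.8% over 22 core proteins, 73.8% over 20 basement membrane genes, 69.1% over 10 endothelial markers and 63.4% over 23 fibrillar collagen and matrix genes, while 3 small ones did not, at 20.9% over 3 chondroitin and dermatan sulfate modification enzymes, 17.2% over 7 osteoblast markers (quartiles 10.1 and 49.7%) and 620% over 5 immediate early and heat shock genes, a level that no share of mesenchyme RNA gives for these 5. Of the 20 mesenchyme markers, 19 reach 1 FPKM in the epithelium mean as well, 6 stand in another list and the paper names 1, and Col1a1 and Col3a1 were at means of 394 and 413 FPKM in mesenchyme. No biological explanation was tested, since the design gives none within a group.

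Neuron genes were higher in the E11.5 epithelium libraries, with Tubb3 at 68.5 ± 35 FPKM against 13.54 ± 1.0 in mesenchyme and Stmn2 at 7.59 ± 4.3 against 0.585 ± 0.37. RNA of neurons in these libraries may account for it, because the excess over mesenchyme in replicate 3 was a median of 18.7% of that in replicates 1 and 2 over 11 neuron genes (0.8 to 49.2%) and 87% over 27 keratin and junction genes (44.7 to 193.6%). For Gpc4 this share was 177.5%, which argues against neurons as the source of its excess in epithelium, while it lay within the range of the neuron genes for Spock2 at 31.6%, Ncan at 41.9%, Dcn at 27.2% and Hs3st1 at 8.5%, so that for these genes neurons stay open. For Cd44 the share was 162.6%, also above every neuron gene. For Prelp it was 53.3%, close to the highest neuron gene at 49.2%, which is too near to part Prelp from the neuron genes. Of the 12 neuron markers, 4 reach 1 FPKM in E11.5 mesenchyme, 0 stand in another list and the paper names 0. Neuron genes made by the epithelium itself, a difference between the tissues, also stay open and were not tested.

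Mesenchyme markers stood near their mesenchyme level in the E11.5 epithelium libraries, at a median of 74.5%. RNA of mesenchyme cells may account for this, since fibrillar collagens stood at 76% and endothelial markers at 67.3%, the lowest of these 3 lists. Whether it came from the mesenchyme sampled beside it cannot be told apart from other mesenchyme: 1 called gene of odontogenic mesenchyme, Lhx6, lay far below the rest, at 23.2%, and 1 gene is too few. Expression of these genes in early epithelium itself is a difference that the design names, and it was not tested.

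Other splits of the 6 libraries into 3 against 3 are too few, 10 with the real 1, for a share under 0.05. The highest count of another split was 0 at E11.5 against 736 genes higher in epithelium and 99 lower, 1 at E13.5 against 327 and 35, 0 in epithelium against 873 and 265 and 0 in mesenchyme against 2646 and 626. For the change of the tissue difference, 3 of 80 relabelings of tissue within stage, the real 1 included, gave 45 genes or more. All 3 keep the real E11.5 groups, which 8 of the 80 do, and 3 of the 31 that part the 3 E11.5 pairs of library numbers gave as many, so chance is not excluded. With the library number as a block 28 genes passed. The highest other gave 377, with E13.5 epithelium replicate 3 grouped with mesenchyme replicates 1 and 2, which points to a structure of the samples. For the shift at an unadjusted p under 0.05, 7 of 100 splits of the libraries within both stages, the real 1 included and for each other split the direction with most genes taken, gave 163 genes or more, so chance is not excluded. The highest other gave 532, with epithelium replicate 3 grouped with mesenchyme libraries at both stages.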

How the results depend on the processing

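Of the settings, edgeR's likelihood ratio test, counts scaled to the valid read pairs, the fit without the 4 unnumbered libraries and E11.5 epithelium replicates 1 and 2 as 1 sample, were chosen after the results were seen. Counts are given as higher and lower, in epithelium against mesenchyme for a stage and at E13.5 against E11.5 for a tissue. Counts within 1.5 times the reported ones are not repeated. No named gene that passed as reported or under a setting had the other sign there, and upper-quartile scaling moved no count past that limit. The order of the E13.5 counts, more genes higher in epithelium than in mesenchyme, turned without E13.5 epithelium replicate 3, with array weights, without the 4 unnumbered libraries and, at 0 and 1, in limma with a pseudocount of 1. The cause of the other moves was not tested, except that leaving out libraries leaves fewer of them in the fit. What depth limits was not tested by thinning, and the totals, at 2.79 to 3.04 times the valid read pairs, do not measure it.

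With DESeq2, 186 genes were lower at E11.5, 1069 higher and 688 lower at E13.5, and 1588 rose and 573 fell in epithelium, while 969 passed the interaction and 251 shifted. It gave 4 core proteins as higher and 6 as lower at E13.5, and 17 as rising in epithelium. The likelihood ratio test of edgeR gave 187 lower at E11.5, 942 and 489 at E13.5, 1543 and 510 in epithelium and 705 in the interaction, with 3 core proteins higher and 6 lower at E13.5 and 17 rising in epithelium. A single fit of all 12 libraries gave 41 lower at E11.5, 782 and 377 at E13.5, and 1399 and 451 in epithelium, with 0 core proteins lower at E11.5 (3 as reported), 3 higher and 6 lower at E13.5 and 17 rising in epithelium. Without the low count filter edgeR gave 63 lower at E11.5, 0 and 0 at E13.5, 376 and 107 in epithelium and 26 in the interaction, with 0 core proteins lower at E13.5 and 0 terms enriched there. Scaling to valid read pairs gave 59 genes lower at E13.5 and 78 in the interaction. With the unnumbered libraries as a covariate, 180 genes were lower at E11.5 and 102 at E13.5, 335 shifted and 113 passed the interaction, with 11 core proteins higher and 6 lower at E11.5 and 1 higher at E13.5. Where E13.5 counts are 0, the fit as reported has 2501 and 2364 genes at an unadjusted p under 0.05.

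On log2(FPKM + 0.5), limma gave 372 and 58 genes at E11.5, 0 and 0 at E13.5, 438 and 172 in epithelium, 1305 and 300 in mesenchyme, 68 in the interaction and 101 shifting. With a pseudocount of 0.1 it gave 450 higher at E11.5, 104 and 21 at E13.5, 551 rising in epithelium and 1732 in mesenchyme, and 99 shifting. A pseudocount of 1 gave 253 and 32 at E11.5, 0 and 1 at E13.5, 294 and 124 in epithelium, 909 and 190 in mesenchyme and 103 shifting. With no filter these were 301 and 36, 0 and 0, 116 and 53, and 1296 and 274, with 4 core proteins higher and 1 lower at E11.5 and 5 rising in epithelium. A filter of 1 FPKM gave 311 and 53, 0 and 0, 359 and 143, and 1112 and 276, with 79 shifting and 1 core protein lower at E11.5. After quantile normalization they were 346 and 60 at E11.5 and 0 and 0 at E13.5, with 336 rising in epithelium, 1029 in mesenchyme and 108 shifting. In these limma fits other than that with a pseudocount of 0.1, 0 core proteins were lower and 0 terms were enriched at E13.5. Array weights gave 440 and 164 genes at E11.5, 779 and 1085 at E13.5, 500 falling in epithelium, 1323 rising in mesenchyme, 10243 in the interaction and 1135 shifting, with 11 core proteins higher and 15 lower at E11.5, 5 and 34 at E13.5 and 20 rising in epithelium. Requiring an adjusted p under 0.05 at both stages left 2 shifting genes, and the fold change threshold with it also 2.

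The library number as a block, which joins the E11.5 libraries by number and is not known to join embryos, gave 814 and 127 genes at E11.5. It changed no other E11.5 call of a named gene than those printed beside it. Among the lists whose count with this block is not printed elsewhere, it moved 3 by over 1.5 times, chondrocyte markers from 0 to 2 higher, osteoblast markers from 1 to 3 lower and cell cycle genes from 0 to 3 lower, and set tests were not run with it. In the other comparisons not every library correlated best with its own number. There this block gave 0 and 0 genes at E13.5, 46 and 8 in epithelium and 28 in the interaction, with 0 core proteins lower and 0 terms enriched at E13.5 and 3 core proteins rising in epithelium. The title number as a block gave 490 and 52 at E11.5, 0 and 0 at E13.5, 46 and 8 in epithelium and 19 in the interaction, with 0 core proteins lower at either stage, 3 rising in epithelium and 0 terms enriched at E13.5.

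Leaving out the 4 unnumbered libraries gave 1361 and 349 genes at E11.5, 1490 and 2176 at E13.5, 2001 and 1131 in epithelium, 6766 in the interaction and 926 shifting, with 12 core proteins higher and 15 lower at E11.5 and 5 and 30 at E13.5. With E11.5 epithelium replicates 1 and 2, which differ by a median of only 2.4%, as 1 sample, 479 and 61 were called at E11.5, 46 and 16 in epithelium (873 and 265 as reported) and 22 in the interaction, with 0 core proteins lower at E11.5 and 3 rising in epithelium. Leaving out each library in turn gave 447 to 1062 higher and 46 to 262 lower at E11.5, both highest without epithelium replicate 3, and 0 to 1362 higher and 0 to 2069 lower at E13.5, lowest without epithelium replicate 1 and highest without epithelium replicate 3. In epithelium 40 to 1470 rose and 12 to 788 fell, lowest without E11.5 replicate 2 and highest without E13.5 replicate 3. In mesenchyme 2284 to 2700 rose and 517 to 838 fell. The interaction gave 16 to 3096 and the shift 78 to 389, both lowest without E13.5 mesenchyme replicate 2 and highest without E13.5 epithelium replicate 3. Core proteins were 5 to 10 higher and 0 to 6 lower at E11.5 and 0 to 5 higher and 0 to 32 lower at E13.5, with 2 to 13 rising in epithelium and 34 to 36 in mesenchyme. Of the 11 terms, 9 to 10 were enriched at E11.5 and 0 to 10 at E13.5.

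For the single genes named, the settings written in advance kept direction and side of the threshold in 3995 cases, took a call away in 603, gave one in 191 and turned the sign of a value that passed under neither setting in 43. The 4 settings added later did so in 744, 24, 82 and 4 cases.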

Differences from the paper's values

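Counts of genes are given at the paper's thresholds, an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, or an unadjusted p under 0.05 where the paper relaxes them. The paper's lists of called genes were not compared, so how many of its called genes a setting drops is not known. DESeq2, the tool that the paper's methods name, is 1 of the alternatives and lies within 1.5 times the paper for each count of this paragraph. The paper gives 180 genes as higher in mesenchyme at E11.5, against 99 with edgeR. Of the 20 alternatives set before the data were examined, 5 lie within 1.5 times the paper's count, which are DESeq2 with 186, the library number as a block with 127, the unnumbered libraries as a covariate with 180, limma with array weights with 164 and the fit without E11.5 epithelium replicate 3 with 262, and the other 15 do not. edgeR's likelihood ratio test, chosen after seeing the values, gave 187. At E13.5 the paper gives 988 genes as higher in epithelium, against 327, and 4 of the 20 lie within that limit, DESeq2 with 1069, a single fit of all 12 libraries with 782, array weights with 779 and the fit without E13.5 epithelium replicate 3 with 1362, while the other 16 do not. The likelihood ratio test, again chosen after seeing the values, gave 942. For genes higher in mesenchyme at E13.5 the paper's count is 594, against 35, and only DESeq2 with 688 comes within the limit among the 20, with the likelihood ratio test, chosen after seeing the values, at 489.

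The paper's text also gives 1201 genes as higher in epithelium at E11.5, against 736, and 1582 as higher in mesenchyme at E13.5, against 35. For the first, 4 of the 20 alternatives set before the data were examined are within 1.5 times, DESeq2 with 1057, the library number as a block with 814, the covariate with 1034 and the fit without E11.5 epithelium replicate 3 with 1062, as are 2 settings chosen after seeing the values, the likelihood ratio test with 1066 and the fit without the 4 unnumbered libraries with 1361. For the second, array weights with 1085 and the fit without E13.5 epithelium replicate 3 with 2069 are within it and the other 18 are not, and the fit without the 4 unnumbered libraries, chosen after seeing the values, gave 2176. The paper's 1201 and 1582 are also the sums of the paper's counts in both directions at each stage, so setting them against 1 direction may compare unlike sets. In both directions edgeR called 736 and 99 genes at E11.5 and 327 and 35 at E13.5. The paper counts 253 genes that shift between the tissues at the relaxed threshold, against 163. Of 26 alternatives set before the data were examined, 6 are within 1.5 times, DESeq2 with 251, the single fit with 179, the title number as a block with 180, the library number as a block with 218, the covariate with 335 and the fit without E11.5 epithelium replicate 3 with 258, and the other 20 are not, while the likelihood ratio test, chosen after seeing the values, gave 201. For Hs3st1 the paper states 1.2 times as much in epithelium at E11.5, against a fold of 2.44 here. The paper's 1.2 lies near the log2 fold change here, 1.29, so reading it on that scale would close the gap, while the paper's 2 times at E13.5 lies nearer to the fold here, 1.71, than to the log2 value, -0.78 with the sign of epithelium minus mesenchyme. Of 19 alternatives set before the data were examined, 5 are within 1.5 times the paper's 1.2 or within the spread between libraries of it, limma with pseudocounts of 0.5 and 1, with 1.71 and 1.5, limma with no filter with 1.71, limma after quantile normalization with 1.64 and, by the spread of 0.856 alone, the fit without E11.5 epithelium replicate 1 with 2.04, and the other 14 are not.

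Several directions in the paper's text went the other way here, for values that did not pass the test. The paper places 6 enzymes of the linkage region higher in mesenchyme at both stages, and of these 4 had negative fold changes at E11.5 and 5 at E13.5, with Xylt1 at 0.08 and 0.18 and B4galt7 at 0.02 at E11.5. It places Ext2, Extl2 and Extl3 higher in epithelium at both stages, where Ext2 had -0.12 (adjusted p = 0.455) and -0.51 (adjusted p = 0.132), Extl3 -0.02 and -0.21, and Extl2 0.03 at E11.5 and -0.31 at E13.5. Extl1, stated as higher in mesenchyme, had 0.45 (adjusted p = 0.538) and 0.53 (adjusted p = 0.241). Chsy1 and Chpf2, stated as higher in epithelium at E11.5, had -0.12 (adjusted p = 0.574) and -0.34 (adjusted p = 0.168), while their E13.5 values had the paper's direction. Ndst2, listed among heparan sulfate enzymes higher in epithelium at E11.5, had -0.16 (adjusted p = 0.419), and its E13.5 value had the paper's direction. The paper's discussion describes Ndst2 as nearly equal between the tissues at E11.5. Chsy3, stated as higher in epithelium at E13.5, had -1.10 (adjusted p = 0.26). For Hs3st2, stated as higher in mesenchyme, the values were 1.85 (adjusted p = 0.316) and 2.49 (adjusted p = 0.144) at under 1 FPKM.

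The paper calls Sdc4 and Fmod significantly higher in epithelium at both stages, and its qRT-PCR has them higher there at both as well. In these RNA-seq libraries both genes passed edgeR's test at E11.5. At E13.5 they had 0.62 (adjusted p = 0.122) and 1.13 (adjusted p = 0.0927), and passed without E13.5 epithelium replicate 3 (adjusted p = 0.00207 and 0.00876). Chst12, named as higher in E13.5 mesenchyme, had -1.14 (adjusted p = 0.0705), and passed without that replicate (adjusted p = 0.00803). In epithelium over time the paper names Gpc1 and Gpc2 as the proteoglycans that went down, and of 44 core proteins tested 9 had negative fold changes and 35 positive ones, with Gpc2 at -0.95 (adjusted p = 0.0399) and Gpc1 at -0.45 (adjusted p = 0.0777). The paper's qRT-PCR has the mesenchyme marker Vim higher in mesenchyme at both stages, and in these libraries it had 0.23 (adjusted p = 0.624) at E11.5 and -0.87 (adjusted p = 0.209) at E13.5. The paper's epithelial marker Krt14 was higher in epithelium at both stages, with 3.66 (adjusted p = 0.00119) and 4.84 (adjusted p = 0.0347). In a principal component analysis the paper describes the libraries as grouped by condition, and here 10 of the 12 libraries lay nearest to one of their own group.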

Other observations

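No test of an explanation is added here, and the lists of genes were fixed in advance. Genes of several cell types that the paper does not discuss changed in the mesenchyme libraries from E11.5 to E13.5. The piece dissected also differed between these stages, mandibles and then tooth germs, so the 2 cannot be told apart. Of 13 skeletal muscle markers, 11 rose with edgeR (11 when adjusted over the list alone), with a median log2 fold change of 2.52 (camera, adjusted p = 7.83e-07, and adjusted p = 0.204 with an estimated correlation). Acta1, the actin of skeletal muscle, went from 1.16 ± 0.851 to 39.0 ± 18.2 FPKM (log2 fold change 5.07, standard error 0.67, adjusted p = 0.000525), and the myogenic factors Myog and Myod1 had 2.31 (adjusted p = 0.0052) and 1.47 (adjusted p = 0.00538). Of 10 macrophage and leukocyte markers 9 rose (10 when adjusted over the list alone), by a median of 1.85 (camera, adjusted p = 8.83e-05, and adjusted p = 0.25 with an estimated correlation), such as the mannose receptor Mrc1 with 2.83 (adjusted p = 2.69e-05) and Csf1r, the receptor of a macrophage growth factor, with 1.97 (adjusted p = 0.000365). Of 8 Schwann and glial cell markers 6 rose (7 when adjusted over the list alone), by a median of 1.34 (camera, adjusted p = 0.000371, and adjusted p = 0.154 with an estimated correlation). Endothelial markers rose less, 7 of 10 (7 when adjusted over the list alone) with a median of 0.49 (camera, adjusted p = 0.00831, and adjusted p = 0.0826 with an estimated correlation), such as the angiopoietin receptor Tek with 1.03 (adjusted p = 0.000101). Of 10 erythroid markers 6 fell and 2 rose (6 and 2 when adjusted over the list alone), with a lower level as a set (camera, adjusted p = 4.25e-07, and adjusted p = 0.142 with an estimated correlation). The embryonic globins were among those that fell, Hbb-bh1 from 945 ± 115 to 18.1 ± 6.42 FPKM (log2 fold change -5.73, adjusted p = 4.26e-06) and Hba-x with -3.42 (adjusted p = 1.38e-05), and the adult globins Hbb-bs and Hbb-bt rose, with values that are uncertain because the pair is nearly identical in sequence. Without E11.5 mesenchyme replicate 2, 1 erythroid marker rose. The chondrocyte marker Cnmd, a glycoprotein of cartilage, went from 0.377 ± 0.162 to 24.4 ± 3.85 FPKM (log2 fold change 5.96, adjusted p = 4.35e-06), and the proliferation marker Mki67 fell by 1.18 on the log2 scale (adjusted p = 0.00215).

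Between the tissues, some endothelial and erythroid markers were lower in E11.5 epithelium, where 4 of 10 macrophage and leukocyte markers were higher (median 0.75, camera, adjusted p = 0.0022, and adjusted p = 0.342 with an estimated correlation, with 1 to 5 higher when single libraries were left out). Of 10 endothelial markers 4 were lower (7 when adjusted over the list alone, and 6 with the library number as a block), such as Kdr, a receptor of vascular growth factor, with -0.64 (adjusted p = 0.0367) and Cdh5 with -0.53 (adjusted p = 0.0454), and as a set they had a median of -0.51 (camera, adjusted p = 9.91e-06, and adjusted p = 0.0782 with an estimated correlation). Of 10 erythroid markers 2 were lower (4 when adjusted over the list alone, and 10 with the library number as a block), with a median of -0.66 (camera, adjusted p = 0.000425, and adjusted p = 0.469 with an estimated correlation). Leaving out E11.5 epithelium replicate 3 gave 7 endothelial and 3 erythroid markers, and leaving out any other 1 library gave 1 at most of each and ended the calls of Kdr and Cdh5 (adjusted p from 0.0943 to 0.182). Of 12 skeletal muscle markers 0 passed at E11.5 with edgeR, against 1 at an unadjusted p under 0.05, 1 with DESeq2, 0 with limma, 6 with the library number as a block and 8 with the unnumbered libraries as a covariate, all as higher in epithelium. At E13.5 none of the lists of these cell types passed for a single member over all genes tested, with 6 endothelial, 5 macrophage, 2 erythroid and 5 muscle markers lower in epithelium at an unadjusted p under 0.05, 3, 2, 0 and 3 with DESeq2 and 0 with limma, and 10, 4, 4 and 8 without E13.5 epithelium replicate 3. In epithelium over time the embryonic globins fell as well, Hbb-bh1 from 578 ± 124 to 18.1 ± 8.23 FPKM (log2 fold change -4.99, adjusted p = 0.00329), with 4 erythroid markers lower and 1 higher (5 and 2 when adjusted over the list alone), and with single libraries left out 1 to 5 were lower, the fewest without E11.5 epithelium replicate 1. The signalling gene Fgf8 fell by 3.63 on the log2 scale (adjusted p = 0.00329) and Edar, the ectodysplasin receptor, rose by 2.51 (adjusted p = 0.0293), a call that ended without replicate 1 or 2 of either stage (adjusted p up to 0.13).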
